# Cardiac radiotherapy induces electrical conduction reprogramming in the absence of transmural fibrosis

**DOI:** 10.1038/s41467-021-25730-0

**Published:** 2021-09-24

**Authors:** David M. Zhang, Rachita Navara, Tiankai Yin, Jeffrey Szymanski, Uri Goldsztejn, Camryn Kenkel, Adam Lang, Cedric Mpoy, Catherine E. Lipovsky, Yun Qiao, Stephanie Hicks, Gang Li, Kaitlin M. S. Moore, Carmen Bergom, Buck E. Rogers, Clifford G. Robinson, Phillip S. Cuculich, Julie K. Schwarz, Stacey L. Rentschler

**Keywords:** Cardiovascular biology, Ventricular tachycardia, Translational research

## Abstract

Cardiac radiotherapy (RT) may be effective in treating heart failure (HF) patients with refractory ventricular tachycardia (VT). The previously proposed mechanism of radiation-induced fibrosis does not explain the rapidity and magnitude with which VT reduction occurs clinically. Here, we demonstrate in hearts from RT patients that radiation does not achieve transmural fibrosis within the timeframe of VT reduction. Electrophysiologic assessment of irradiated murine hearts reveals a persistent supraphysiologic electrical phenotype, mediated by increases in Na_V_1.5 and Cx43. By sequencing and transgenic approaches, we identify Notch signaling as a mechanistic contributor to Na_V_1.5 upregulation after RT. Clinically, RT was associated with increased Na_V_1.5 expression in 1 of 1 explanted heart. On electrocardiogram (ECG), post-RT QRS durations were shortened in 13 of 19 patients and lengthened in 5 patients. Collectively, this study provides evidence for radiation-induced reprogramming of cardiac conduction as a potential treatment strategy for arrhythmia management in VT patients.

## Abstract (web summary)

Noninvasive cardiac radiotherapy may effectively manage ventricular tachycardia in refractory patients, but its radiobiologic mechanisms of action are unclear. Here, the authors show that photon radiation durably and favourably reprograms cardiac conduction in the absence of transmural fibrosis suggesting this could be the mechanism through which cardiac radiotherapy to modulates arrhythmia susceptibility.

## Introduction

Sudden cardiac arrest, occurring in the setting of impaired cardiac function and structural heart disease that lead to ventricular tachycardia (VT) and ventricular fibrillation, is a leading cause of death in the world^1^. Implantable cardioverter defibrillators improve survival in at-risk populations at the cost of reduced quality of life from shocks and potential for worsening heart failure (HF). Anti-arrhythmic drugs (AADs) have considerable side effects and modest efficacy. Invasive radiofrequency catheter ablation (CA) identifies electrically reentrant regions within scar and delivers ablative thermal energy to homogenize scar and eliminate VT^2^. However, CA is time-consuming, technically challenging, and highly operator-dependent. Rates of acute VT cessation and durable control are high in favorable individuals, especially first-time CA patients with preserved ventricular function and ischemic cardiomyopathy with focal scar^2^. Success rates are considerably lower in patients with severely impaired ventricular function, diffuse scar, or prior CA^3–5^. Failure of CA may occur in part due to anatomical factors or limitations in the properties of heat transfer physics to create full-thickness, gap-free ablations^3–5^.

Radiotherapy (RT) noninvasively delivers high-dose radiation to volumes of target tissue anywhere in the body, with minimal off-target exposure, and is well established for treating malignancies. Hypothetically, ablative doses of radiation could noninvasively replicate effects of CA, with a fibrotic response expected over months to years^6–8^. Recent clinical evidence has demonstrated the safety and efficacy of cardiac RT for treatment of refractory VT in patients^9–11^. The first case series reported a 99.9% reduction in VT burden after treatment with 25 Gray (Gy) ionizing radiation^9^. More recently, a prospective Phase I/II trial of 19 patients who had either previously failed or were not eligible for CA reported a 94% reduction in episodes of VT or premature ventricular contractions and a 12-month survival rate of 72% in this very sick population^10^. Similar outcomes have since been replicated by several independent medical centers^10–12^. In all cases, the therapeutic effect was observed within days to weeks, well before RT-induced fibrosis is expected to occur. As such, the mechanisms by which radiation reduces VT remain unknown.

Early preclinical studies that investigated the therapeutic potential for cardiac RT attempted to create transmural fibrosis^13–15^. In these models, higher doses between 40 and 160 Gy were sufficient to induce late-stage cardiac fibrosis and cause subacute atrioventricular block^16–22^, while lower doses did not achieve these effects^7,16,17^. Importantly, these prior studies have not explained how doses in the range of 25 Gy can reduce VT burden acutely.

The presence of structural or electrical heterogeneity in the heart increases the probability of unidirectional block and reentrant tachycardia^23,24^. For sustained reentry, the conduction wavelength, defined as distance traveled by an electrical impulse while the myocardium is refractory, must be shorter than the path of conduction^24^. This wavelength is equal to the mathematical product of the effective refractory period (ERP) and conduction velocity (CV). Hence, the presence of long, tortuous substrates, fast repolarization, and slowed CV all predispose to reentry. CA prevents reentry by terminating conduction substrates, while management with Class III AADs prolongs the action potential duration (APD) and ERP to increase wavelength^25^. To date, there are no approved VT therapies that act through increasing CV. Though radiation is presumed to prevent arrhythmia by creating fibrosis in arrhythmogenic scar, the antiarrhythmic effects preventing reentry could potentially act through effects on ERP and/or CV.

In this study, we evaluated effects of ionizing radiation on the heart. Using explanted specimens from cardiac RT patients, we show that 25 Gy photon radiation, used in all clinical studies to date, was not sufficient to achieve CA-like scar. In mice and patients, we find that 25 Gy persistently increases levels of cardiac conduction proteins and enhances ventricular conduction. Through gain- and loss-of-function approaches, we identify cardiomyocyte Notch signaling as a potential mechanism whereby radiation may reprogram conduction. We also report a statistically nonsignificant difference in QRS intervals, with a tendency toward QRS shortening, in 19 patients treated with RT. Here we further discuss therapeutic strategies for reprogramming ventricular cardiomyocytes to a pro-conduction phenotype to prevent electrical reentry.

## Results

### Twenty-five Gy single-fraction radiation does not increase cardiac fibrosis in patients, despite marked decreases in VT burden

We first investigated the association between radiation and cardiac fibrosis in 4 VT patients who received cardiac RT and provided postmortem cardiac specimens (Supplementary Table 1). Specimens targeted with 25 Gy radiation were stained with Masson’s trichrome to visualize fibrosis, and targeted regions were compared with nontargeted remote specimens within the same hearts (Fig. 1a, b and Supplementary Fig. 1). Across samples, remote specimens received <5 Gy exposure. Patient A previously underwent (unsuccessful) radiofrequency CA that did not control subsequent VT episodes, and this catheter-ablated myocardium was used for comparison (Fig. 1c).

**Fig. 1:**
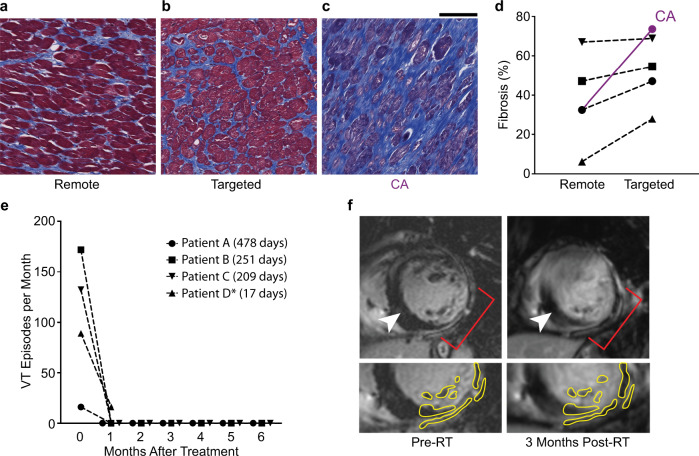
Cardiac fibrosis alone cannot account for the timing and effect of VT reduction after RT. **a**–**c** Representative Masson’s trichrome stains of regions of remote (**a**), targeted (**b**), and failed CA (**c**) myocardium in the same patient who received 25 Gy ionizing radiation for treatment of refractory VT. Scale bars = 500 μm. Experiment was independently repeated once on the same patient samples and produced similar results. **d** Percent fibrosis at the time of heart explant from 4 patients who received 25 Gy RT in control (left) and targeted (right) regions of myocardium. Percent fibrosis of the CA region for Patient A is shown in purple. **e** Defibrillator-recorded episodes of VT in the month before treatment and the 6 months after treatment for each patient. Days post-treatment until specimen collection are shown in the legend. *Patient D’s values are divided by 20 to allow for comparisons on the same scale. **f** Gadolinium-enhanced MRI of a cardiac RT patient at baseline (left) and 3 months post-treatment (right). Top: the left ventricle with patchy, gadolinium-enhanced scar was transmurally targeted with 25 Gy between 3 and 6 O’clock (red brackets). Nonenhanced, remote myocardium is adjacent to target region (white arrowhead). Bottom: surviving nonenhanced myocardium within the same images is visible in the targeted region at baseline and 3 months post-treatment (yellow outline). Source data are provided as a Source data file.

At baseline, individual hearts exhibited distinct levels of underlying fibrosis. Given that anatomic scarring is important for prescribing treatment locations and volumes^9^, greater fibrosis is expected in radiation-targeted regions even prior to treatment. Using image-segmented analysis, we observed only minor differences in fibrosis between matched targeted and nontargeted regions of patients’ hearts, and fibrosis was lower in all radiation-targeted myocardium when compared to CA myocardium (Fig. 1d). Independent of fibrosis, all four patients experienced substantial reductions in VT episodes in the 6 months following RT (Fig. 1e). Representative contrast-enhanced magnetic resonance imaging (MRI) scans of Patient E revealed no change in gadolinium enhancement and preserved myocardial tissue between baseline and at 3-month follow-up in the RT-targeted region (Fig. 1f), and there was no evidence of increased fibrosis on MRI post-RT in any patient. These clinical findings are consistent with previous preclinical studies that required doses in excess of 40 Gy to produce scar^16–22^. Collectively, these data strongly suggest that fibrosis alone cannot explain the clinical timeline and magnitude of reduced VT burden observed after RT.

### Twenty-five Gy radiation reprograms cardiac electrophysiology and increases conduction

To further evaluate effects of 25 Gy irradiation (IR) to the heart, we assessed for structural and physiologic changes to the murine heart post-IR. To test whether post-mitotic mammalian cardiomyocytes recover from 25 Gy radiation-induced DNA damage, murine hearts were stained at 30 min, 3 h, and 24 h post-IR for phosphorylated histone H2AX (γH2AX), a marker of double-stranded DNA breaks^26^. Both percentages of γH2AX-positive nuclei and mean γH2AX intensity decreased with respect to time (Supplementary Fig. 2), a property of radioresistant tissues that demonstrates DNA repair and survival^27^. At 6 weeks post-IR, we performed Masson’s trichrome staining to assess for gross evidence of fibrosis and did not detect significant collagen staining in either treatment condition after 6 weeks (Supplementary Fig. 3a). Furthermore, we observed no difference in collagen content between treated and untreated murine ventricles 6 weeks post-IR, as determined by quantitative hydroxyproline assay (Supplementary Fig. 3b).

Electrophysiologic and structural remodeling both contribute to arrhythmogenic substrates in the setting of disease. Because RT reduces VT in the absence of profound CA-like structural change, we evaluated electrophysiologic mechanisms by which IR may prevent reentry. We tested the effects of 25 Gy IR on adult murine cardiac electrophysiology at the clinically efficacious timepoint of 6 weeks post-IR, when a 99.9% reduction in VT burden was reported in patients^9^. While previous preclinical studies reported heart block in the 40–160 Gy dose range^7,16,19^, 25 Gy radiation did not cause atrioventricular delay as measured by PR interval on electrocardiogram (ECG; Fig. 2a, b). However, a significantly shortened QRS interval was observed in IR mice compared to sham controls (Fig. 2a, c), while heart rate and other ECG intervals were unchanged (Supplementary Fig. 4a–c). To measure functional effects associated with QRS shortening, we optically mapped Langendorff-perfused mouse hearts. Ventricular CVs were significantly increased in IR mice compared to sham controls (Fig. 2d, e and Supplementary Fig. 4d), while APD at 80% repolarization (APD_80_) and ERP were unchanged (Fig. 2f, g and Supplementary Fig. 4e). Together, these results suggest that 25 Gy radiation increases CV in the absence of profound changes to electrical repolarization, which favorably alters conditions against electrical reentry.

**Fig. 2:**
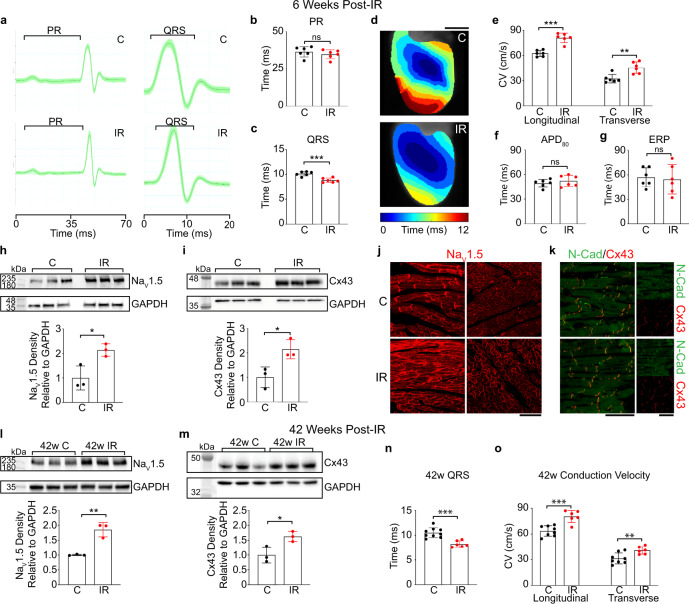
Cardiac RT persistently increases adult murine ventricular conduction. **a** Representative ECGs from control (top) and IR mice (bottom) highlighting PR and QRS intervals. **b**, **c** Effect of radiation on PR (*P* = 0.39) and QRS (**P = 0.00043) intervals in control (black) versus IR (red) mice (*n* = 6 biologically independent animals per condition). **d** Representative ventricular activation maps from control and IR mice. Scale bars = 3 mm. **e** Effect of RT on ventricular CV (*n* = 6 biologically independent animals per condition; ***P = 0.00005; **P = 0.0034). **f**, **g** APD_80_ (*P* = 0.39) and ERP (*P* = 0.78) in control versus IR mice (*n* = 6 biologically independent animals per condition). **h**, **i** Western blots of Na_V_1.5 (*P = 0.022) and Cx43 (*P = 0.025) in control and IR ventricles (*n* = 3 biologically independent samples per condition). **j** Immunostaining of control (top) and IR (bottom) myocardium for Na_V_1.5 and **k** co-stained for Cx43 (red) and N-Cadherin (green). Scale bars = 70 μm. Experiment was replicated three times in biologically independent specimens and produced similar results. **l**, **m** Western blots of Na_V_1.5 (**P = 0.0034) and Cx43 (*P = 0.027) after 42 weeks post-IR (*n* = 3 biologically independent samples per condition). **n** Effect of RT on QRS intervals in control versus IR mice after 42 weeks (***P = 0.00027; C, *n* = 9; IR, *n* = 6). **o** Left ventricular CVs in control (*n* = 9 biologically independent animals) versus IR (*n* = 6 biologically independent animals) mice at 42 weeks post-IR (***P = 0.00042; **P = 0.0092). All *P* values determined by two-way unpaired *t* test. Bar graphs are represented as mean ± SD. Source data are provided as a Source data file.

### Ionizing radiation increases cardiac conduction protein levels

To understand how radiation increases CV, we quantified the major molecular determinants of cardiac conduction: cell size, the cardiac sodium channel, and cardiac gap junctions. We detected no differences in cardiomyocyte cross-sectional area between the treatment groups (Supplementary Fig. 3c, d), and furthermore, the heart weight-to-tibia length ratio, a surrogate marker of hypertrophy, was unchanged (Supplementary Fig. 3e). Next, we performed western blots to assess for relative amounts of Na_V_1.5, the pore-forming subunit of the cardiac voltage-gated sodium channel responsible for phase 0 depolarization. Densitometric quantification showed an approximately 80% increase in Na_V_1.5 (Fig. 2h) within IR ventricles compared to controls. Immunoblotting for connexin 43 (Cx43), the major subunit of the ventricular gap junction that allows for diffusion of charge, also demonstrated increased levels of Cx43 (Fig. 2i). Immunohistochemistry demonstrates that these proteins remain normally distributed in cardiomyocytes with no changes in channel localization between groups (Fig. 2j, k).

### Single fraction radiation durably reprograms the electrical substrate

Patients receiving cardiac RT experience persistent reductions in VT burden^10,11,28^; therefore, we hypothesized that radiation-induced effects on cardiac conduction may persist over time. To better understand the chronic implications of single-fraction radiation for VT therapy, we asked whether CV, Na_V_1.5 levels, and Cx43 levels remain persistently elevated. At 42 weeks, IR mice continued to express increased Na_V_1.5 and Cx43 (Fig. 2l, m), and in this aged cohort, the QRS also remained shortened (Fig. 2n and Supplementary Fig. 5a–d). These persistent molecular changes translated into persistently increased CVs (Fig. 2o and Supplementary Fig. 5e). Taken together, one single-fraction 25 Gy dose of IR is sufficient to achieve persistent electrical reprogramming of the heart, consistent with reports of patients with reduced VT burden 2 years after their RT treatment^10,28^.

### Radiation dose-dependency of conduction reprogramming

The current dose of cardiac RT that demonstrates robust clinical efficacy in humans is 25 Gy. This dose was selected based on data from preclinical studies that attempted to create radiation-induced fibrosis^19^. Given that the mechanism of RT could be mediated through electrophysiologic reprogramming, we asked whether doses <25 Gy are sufficient to achieve radiation-induced electrical changes to improve cardiac RT safety while maintaining efficacy. Using a dose de-escalation approach, we observed significantly faster CVs and shorter QRS durations in IR hearts treated with 20 and 15 Gy, while doses of 10 or 5 Gy did not result in significant differences (Fig. 3a, b). As expected, ECG intervals were comparable among treatment groups prior to IR treatment (Supplementary Fig. 6), and we did not observe dose-dependent differences in other ECG intervals or heart rate at 6 weeks post-IR (Supplementary Fig. 7). Overall, the magnitude of conduction increase measured by CV and QRS tended to be greater in the 20 Gy group than in the 15 Gy group, though our study was not designed to detect differences between these two groups. Consistent with the functional dose response, western blotting of protein lysates revealed dose-dependent responses on expression of Na_V_1.5 and Cx43 (Fig. 3c, d). Although the largest biological effects were seen at 25 Gy, these findings suggest that lower doses of ionizing radiation, between 15 and 20 Gy, may also be sufficient to achieve therapeutic electrophysiologic effects of RT on VT reduction.

**Fig. 3:**
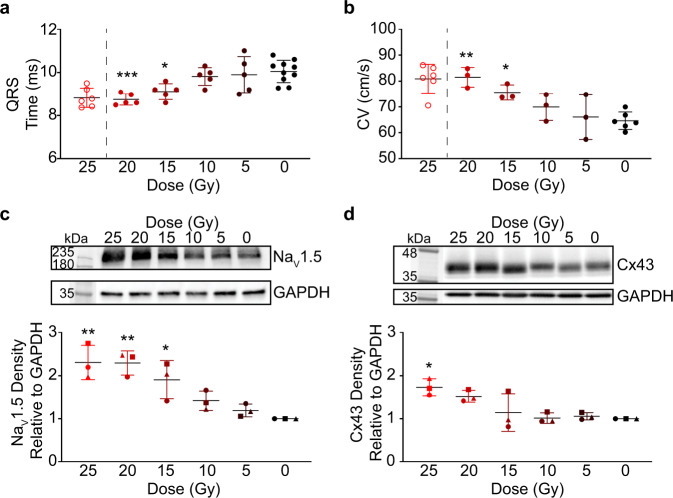
Conduction velocity reprogramming may be achieved at lower doses of radiation. **a** Dose-dependent effects of radiation on QRS interval at 6 weeks post-IR (*n* = 5 biologically independent animals per IR condition; *n* = 10 biologically independent 0 Gy control animals; ***P = 0.0009, 20 versus 0 Gy; *P = 0.023, 15 versus 0 Gy). **b** Dose-dependent effects of radiation on longitudinal conduction velocity (*n* = 3 biologically independent animals per IR condition; *n* = 6 biologically independent 0 Gy control animals; **P = 0.0023, 20 versus 0 Gy; *P = 0.046, 15 versus 0 Gy). **c** Dose-dependent effects of radiation on Na_V_1.5 protein levels by western blot (*n* = 3 biologically independent sample per condition over 3 independent experiments; **P = 0.0014, 25 versus 0 Gy; **P = 0.0016, 20 versus 0 Gy; *P = 0.023, 15 versus 0 Gy;). **d** Dose-dependent effects of radiation on Cx43 protein levels by western blot (*n* = 3 biologically independent per condition over 3 independent experiments; *P = 0.011, 15 versus 0 Gy). Values plotted from western blots were obtained from three independent western blots each denoted by a closed square, circle, and triangle. Twenty-five Gy QRS interval and CV values from Fig. 3 are plotted for reference (open circles) and are not used in statistical comparisons. Statistical analysis of all subpanels consisted of a one-way ANOVA followed by one-sided Tukey post hoc test of multiple comparisons. All bar graphs are represented as mean ± SD. Source data are provided as a Source data file.

### Radiation increases conduction within surviving myocardium in the setting of injury

We tested effects of radiation on cardiac conduction in the setting of injury and fibrosis, which better represents the myocardial substrate of the cardiac RT patient population. We utilized a surgical model of myocardial infarction (MI), in which the proximal left anterior descending (LAD) artery is permanently ligated, causing acute infarction of the apical left ventricle and subsequent replacement of apical myocardium by myofibroblasts and scar over a 2-week period^29^. Two weeks post-MI, mice received either 25 Gy radiation or sham treatments, followed by downstream optical mapping experiments at 6 weeks post-IR.

Consistent with electrically inert scar^30^, direct stimulation of the scar region did not result in electrical capture or propagation of impulse in any heart (Fig. 4a, gray region). Border zone (BZ) myocardium above the LAD ligation was stimulated and CV through viable myocardium was quantified, including the anatomic BZ region defined as the 2 mm segment of tissue scar junction, but these impulses did not further propagate into the scar region (Fig. 4a, gray region, and Supplementary Fig. 8a). In conducting myocardium, 25 Gy radiation significantly increased both longitudinal and transverse CVs (Fig. 4a, b), which included isochrones in the anatomic BZ near the scar. Based on these observations, we postulated that increases to levels of Na_V_1.5 and Cx43 occur primarily in viable cardiomyocytes and not myofibroblasts. To further delineate the regions exhibiting increased Na_V_1.5 and Cx43 after IR, ventricles from MI and MI + IR mice were dissected into distinct regions of mid-basal BZ myocardium and apical scar. As expected, the presence of ion channel proteins was much higher in the conducting BZ myocardium than in the electrically inert scar region at baseline (Supplementary Fig. 8b, c). Western blotting of protein lysates from the conducting BZ myocardium revealed increased expression of Na_V_1.5 and Cx43 in the MI + IR hearts compared to MI controls (Fig. 4c, d), while these effects were not observed in regions of electrically inert scar tissue in the same hearts (Fig. 4e, f).

**Fig. 4:**
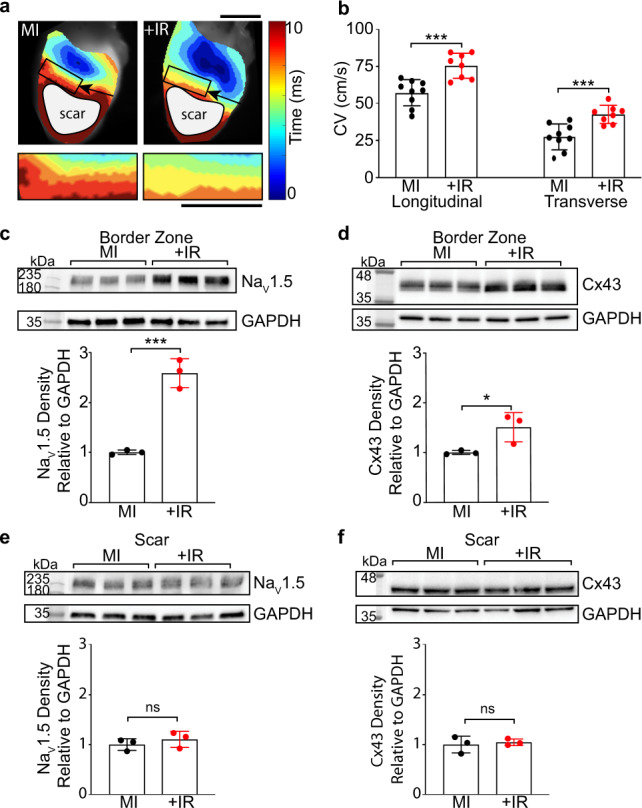
Radiation specifically reprograms the border zone myocardium in a murine model of myocardial infarction. **a** Top: representative ventricular activation maps from control myocardial infarction (MI, left) and irradiated MI (MI+IR, right) mice at 8 weeks post-MI and 6 weeks post-IR. Black arrows point to location of left anterior descending (LAD) artery ligation. Black box denotes approximate 2 mm border zone at the scar/myocardium interface. Regions of scar that were epicardially stimulated but did not capture are denoted by gray circles. Magnified isochrones in the border zone region used to calculate transverse conduction velocities. Scale bars = 5 mm. **b** Left ventricular conduction velocities in MI (black) versus MI+IR (red) hearts (MI *n* = 9 biologically independent animals; MI+IR *n* = 8 biologically independent animals; longitudinal ***P = 0.0006; transverse ***P = 0.0009;). **c**, **d** Western blot (top) and quantified density (bottom) of Na_V_1.5 (***P = 0.0007) and Cx43 (*P = 0.041) protein in MI and MI+IR border zone myocardium superior to the LAD ligation (*n* = 3 biologically independent samples per condition). **e**, **f** Western blot (top) and quantified density (bottom) of Na_V_1.5 (*P* = 0.42) and Cx43 (*P* = 0.68) protein in MI control and MI+IR apical scars (*n* = 3 biologically independent samples per condition). All *P* values determined by two-way unpaired *t* test. All bar graphs are represented as mean ± SD. Source data are provided as a Source data file.

### Gene expression and Notch signaling define distinct post-IR states at 2 and 6 weeks

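RNA of 18 CD-1 mice was sequenced individually, with 6 mice in each group: sham-treated controls, mice at 2 weeks and mice at 6 weeks after a single dose of 25 Gy. The labels of the deposited samples name the septum as the tissue, gamma rays as the radiation and untreated mice under anesthesia as the controls, where the paper names ventricular tissue, X-rays and a sham procedure. Mice of both sexes were used, and the labels give no sex for single samples. The authors aligned the reads with STAR, estimated transcript abundance with Salmon and summed it to genes with tximport. They deposited an estimated count and a transcript abundance (TPM) for each Ensembl gene and mouse, with no normalization between mice, and a gene symbol was found for 29301 genes. Estimated counts summed to between 12202900 and 15501002 per control mouse (median 14147766). They summed to between 12963009 and 14941606 at 2 weeks (median 13835434) and between 11522979 and 14845178 at 6 weeks (median 12452168). The median over all 18 mice was 13682439 counts, and all values here use the estimated counts unless TPM is named. A floor of 3 counts was between 0.194 and 0.26 CPM (counts scaled to the library size of the mouse) across the mice, and it covers counting error only.

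Counts were rounded to whole numbers, scaled between mice by the trimmed mean of M-values (TMM) and tested with edgeR's quasi-likelihood test. One fit held the 3 groups, with a contrast for each pair of groups, and P values were adjusted by the Benjamini-Hochberg method within each comparison. All tests were two-sided, and a standard error (SE) is given for each log2 fold change. The scaling differed between the groups. TMM factors lay between 0.844 and 0.991 in controls, 0.962 and 1.04 at 2 weeks, and 1.04 and 1.13 at 6 weeks, and differed from controls at both times (exact permutation test, P = 0.00433 and P = 0.00217, adjusted over 24 such tests 0.0115 and 0.00866). Mitochondrially encoded genes took a median of 23.2% of the counts in controls, 20.2% at 2 weeks and 17.4% at 6 weeks (exact permutation test against controls, P = 0.0108 and P = 0.00433, adjusted 0.0216 and 0.0115). For total counts, the same test gave P = 0.738 at 2 weeks and P = 0.0779 at 6 weeks (exact permutation test). The labels and the paper name no sequencing batch, and no pair of mice had identical counts.

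**Figure D1:**
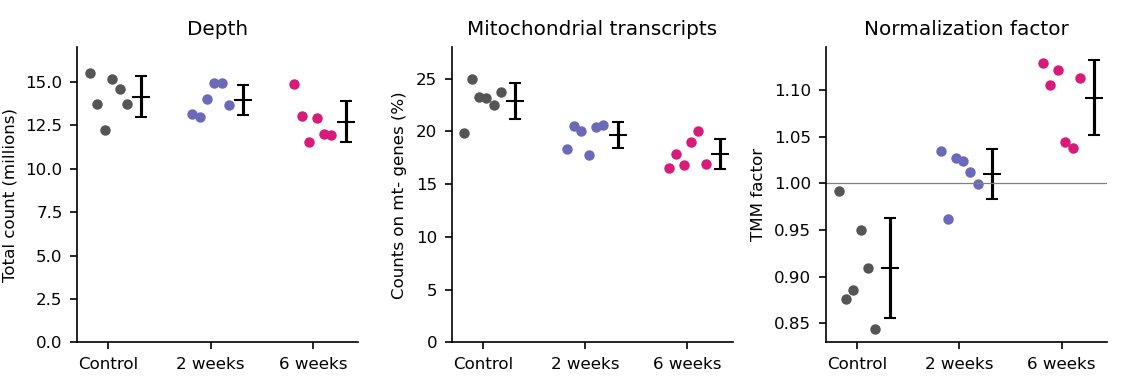
Total counts, share of counts on mitochondrially encoded genes and TMM normalization factor of each mouse (points, 6 per group), with the mean and SD of each group (bars). Factors rise from controls (0.844 to 0.991) to 6 weeks post-IR (1.04 to 1.13), while the mitochondrial share falls from a median of 23.2% to 17.4%.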

To identify genes and pathways differentially expressed after IR, we profiled the ventricular transcriptome by bulk RNA sequencing (RNA-seq) in control mice and at 2 and 6 weeks post-IR. 

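The test covered the 15054 genes with at least 0.23 CPM in at least 6 mice. Between controls and 2 weeks post-IR, 136 genes had an absolute log2 fold change above 1 with an adjusted P under 0.05, of which 111 were higher and 25 lower after IR. Between controls and 6 weeks post-IR, 896 genes passed both thresholds, 793 higher and 103 lower. From 2 to 6 weeks, 172 genes passed, 145 higher and 27 lower at 6 weeks. In total, 936 genes passed in at least 1 comparison. Without the fold-change threshold, the adjusted P was under 0.05 for 755 genes at 2 weeks (465 higher, 290 lower), 3760 at 6 weeks (2029 higher, 1731 lower) and 802 between the time points (499 higher, 303 lower). Among genes past both thresholds, 68 at 2 weeks, 472 at 6 weeks and 72 between the time points had groups that did not overlap. Over all genes tested, groups did not overlap for 3.24%, 9.23% and 3.54%, against the 0.217% that chance gives for 6 mice against 6. The total moved most with the fold-change threshold: it was 3934 without that threshold and 146 when each gene was tested against a log2 fold change of 1 in place of 0.

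The gene with the smallest adjusted P at both times was Gm10800 (ENSMUSG00000075014, chromosome 2 of GRCm38, 98666547 to 98667301), a predicted gene that shares 31-base sequences with 5 other predicted genes. It had 0.438 ± 0.128 CPM in controls, 37.3 ± 9.44 at 2 weeks and 43.6 ± 15.0 at 6 weeks (SD, n = 6). At 6 weeks, Apln (ENSMUSG00000037010, chromosome X, 48025146 to 48034853) followed, from 13.7 ± 3.08 to 199.6 ± 42.5 CPM. Its log2 fold change was 3.86 (SE 0.231, adjusted P = 7.18e-09). Between the time points, the smallest adjusted P belonged to Ctla2a (ENSMUSG00000044258, chromosome 13, 60934155 to 60936625), a gene whose reads could be split with its paralog Ctla2b. It rose from 12.7 ± 1.51 to 34.8 ± 7.62 CPM, a log2 fold change of 1.46 (SE 0.148, adjusted P = 0.00011). The groups of these 3 genes did not overlap in the comparisons named.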

Overall, 509 genes were differentially expressed across sample groups (log fold change >1 and Benjamini–Hochberg adjusted significance of *P* < 0.05), and the greatest number of expression changes were observed comparing control and 6-week time points (Supplementary Fig. 8a, b). 

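The hallmark gene sets were not used here. In their place, 15 Reactome gene sets with names close to pathways of Fig. 5a were tested with limma's camera, which ranks each set against all other genes tested, with an inter-gene correlation of 0.01. At 2 weeks post-IR, 3 of the 15 sets were raised at a false discovery rate (FDR) under 0.05. Interferon gamma signaling had 54 of 72 genes higher, with a median log2 fold change of 0.35 (FDR = 4.27e-06). Interferon alpha/beta signaling had 10 of 12 genes higher (median 0.31, FDR = 0.000528) and tumor necrosis factor signaling 7 of 9 (median 0.24, FDR = 0.0182). At 6 weeks, 5 sets were raised. Interferon gamma signaling had 59 of 72 genes higher (median 0.67, FDR = 4.86e-08) and interferon alpha/beta signaling 10 of 12 (median 0.68, FDR = 4.93e-06). The G2/M checkpoints (35 of 51 genes higher, FDR = 0.000702), tumor necrosis factor signaling (8 of 9, FDR = 0.00262) and interleukin-6 signaling (6 of 9, FDR = 0.0163) were also raised. The mTOR signalling set was lower at both times, with 23 of 27 genes lower at each (FDR = 0.0182 and FDR = 0.00108). Apoptosis had an FDR of 0.66 at 2 weeks and 0.247 at 6 weeks, when 60 of its 136 genes were higher. The result at 6 weeks depended on the test. Apoptosis was raised with preranked fgsea, a permutation test (FDR = 0.00146), and with limma's fry, which does not compare a set with other genes (FDR = 0.000232). It was not raised when camera estimated the correlation in the set (FDR = 0.272). The unfolded protein response set could not be judged, since only 68.2% of its genes were matched to the tables. The alternative that moved the counts most estimated the correlation between genes in each set: 0 sets then passed at either time, and 3 were raised at an unadjusted P under 0.05 at each.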

In Gene Set Enrichment Analysis using Molecular Signatures Database (MSigDB) hallmark gene sets, canonical stress response pathways were elevated at both timepoints (Fig. 5a). We observed that several of the most differentially expressed genes were implicated in stress responses to radiation (Supplementary Table 2), and many have known pro- or anti-fibrotic functions in the heart (Supplementary Fig. 9c, d).

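In the form read here, Supplementary Table 2 and Supplementary Fig. 9c name 20 genes, and all 20 were among the genes tested. At 2 weeks post-IR, 17 of them had an adjusted P under 0.05 over all genes (19 when adjusted over the list alone), and at 6 weeks 18 had (again 19 over the list alone). The list is the paper's own selection from these data. An absolute log2 fold change above 1 with an adjusted P under 0.05 was found for 8 of the 20 at 2 weeks and 11 at 6 weeks. Eda2r (ENSMUSG00000034457, chromosome X of GRCm38, 97333840 to 97377216) rose from 4.01 ± 1.08 CPM in controls to 21.4 ± 3.92 at 2 weeks and 24.6 ± 3.56 at 6 weeks (SD, n = 6). Its log2 fold change was 2.40 at 2 weeks (SE 0.167, adjusted P = 5.79e-08) and 2.59 at 6 weeks (SE 0.167, adjusted P = 9.73e-09). Ces2e (ENSMUSG00000031886, chromosome 8, 104926260 to 104934672), whose reads could be split with other carboxylesterase 2 genes, rose by 2.36 at 2 weeks (SE 0.142, adjusted P = 8.39e-09) and by 1.70 at 6 weeks (SE 0.145, adjusted P = 3.56e-07). It was lower at 6 weeks than at 2 weeks (log2 fold change −0.67, SE 0.123, adjusted P = 0.00713). Sesn2 (ENSMUSG00000028893, chromosome 4, 132492032 to 132510501) rose by 1.90 (SE 0.134, adjusted P = 6.08e-08) and 1.83 (SE 0.135, adjusted P = 6.06e-08). Every irradiated mouse was above every control mouse for these 3 genes. One mouse at 2 weeks lay below the others for Eda2r, and one at 6 weeks for Sesn2. Gpr158 and Ccl8 had no adjusted P under 0.05 at either time. Ccl8 varied widely in controls (2.20 ± 3.95 CPM, against 3.73 ± 1.62 at 2 weeks and 6.38 ± 2.86 at 6 weeks). Its result depended on the processing: over the alternatives, its adjusted P lay between 0.037 and 0.66 at 2 weeks and between 0.0013 and 0.16 at 6 weeks.

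**Figure D2:**
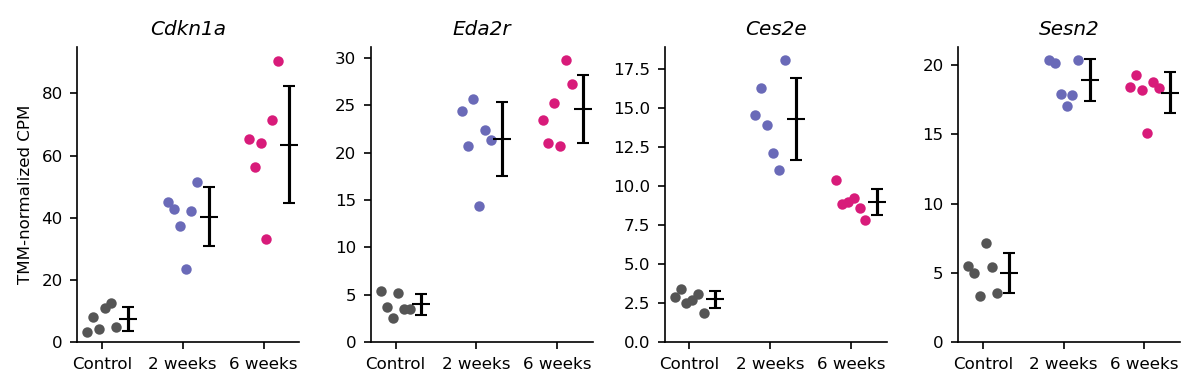
TMM-normalized CPM of 4 stress response genes in each mouse (points, 6 per group), with the mean and SD of each group (bars). For each gene, all irradiated mice lie above all control mice, and Ces2e is lower at 6 weeks than at 2 weeks.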

**Fig. 5:**
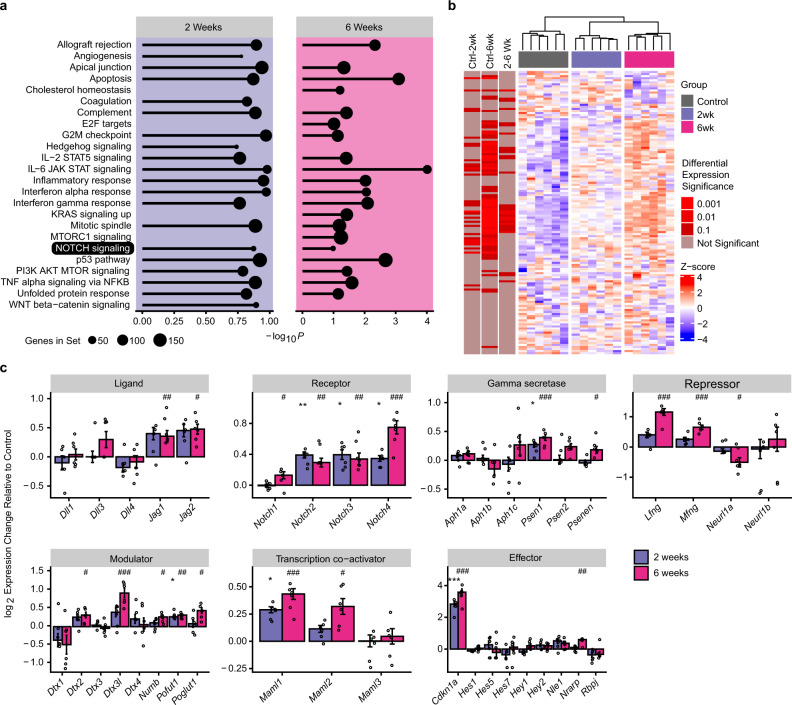
Post-IR states exhibit distinct transcriptional signatures and activation of the Notch signaling pathway. **a** Top 20 transcriptionally over-represented hallmark pathways at 2 and 6 weeks post-IR. The Notch signaling pathway is present at both timepoints, and Notch pathway-associated genes *Cdkn1a*, *Jag1*, *Jag2*, and *Notch2* were drivers of enrichment in other over-represented pathways. **b** Heatmap of Notch GO term genes. Samples group by hierarchical clustering of Notch GO gene expression. **c** Cardiac-related Notch pathway members grouped by function. Bar graphs represent log_2_-fold change at 2 weeks or 6 weeks post-IR relative to sham control state and error bars represent standard error (*n* = 6 biologically independent samples per treatment group, *indicates comparisons of 2 weeks post-IR versus control, ^#^indicates comparisons of 6 weeks post-IR versus control, */^#^*P* < 0.10, **/^##^*P* < 0.01, ***/^###^*P* < 0.001). *Jag1* ^##^*P* = 0.0049; *Jag2* ^#^*P* = 0.03; *Notch1* ^*#*^*P* = 0.076; *Notch2* **P = 0.0066, ^##^*P* = 0.0012; *Notch3* *P = 0.014, ^##^*P* = 0.0019; *Notch4* *P = 0.015, ^###^*P* = 7.2E−6; *Psen1* *P = 0.051, ^###^*P* = 0.00078; *Psenen* ^#^*P* = 0.024; *Lfng* ^###^*P* = 1.0E−6; *Mfng* ^###^*P* = 0.00023; *Neurl1a* ^#^*P* = 0.092; *Dtx2* ^#^*P* = 0.051; *Dtx3l* ^###^*P* = 0.00014; *Numb* ^#^*P* = 0.061; *Pofut1* *P = 0.019, ^##^*P* = 0.0049; *Poglut1* ^#^*P* = 0.020 *Maml1* *P = 0.016, ^###^*P* = 0.00031; *Maml2* ^#^*P* = 0.010; *Cdkn1a* ***P = 0.00033^, ###^*P* = 2.5E-6; *Nrarp* ^##^*P* = 0.0019. Adjusted *P* value statistics determined by Benjamini–Hochberg procedure applied to two-sided limma differential expression values to control false discovery from multiple comparisons (“Methods”). Source data are provided as a Source data file.

Within the most upregulated response pathways, we also explored signaling responses previously implicated in the modulation of cardiac conduction. The Notch signaling pathway, which plays an important role in conduction system development^31–33^, was present at both timepoints (Fig. 5a**)**. Furthermore, leading edge analysis revealed Notch pathway-associated genes (*Cdkn1a*, *Jag1*, *Jag2*, and *Notch2*) driving enrichment of multiple pathways. 

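Without the hallmark set, the Notch pathway was tested as the list of genes in Fig. 5c and as the Reactome set Signaling by NOTCH, of which 68 genes were tested. Of the 39 genes in Fig. 5c, 36 were tested. Dll3, Hes5 and Hes7 had at most 1, 4 and 5 counts in any mouse and were below the filter. For the Fig. 5c list (n = 36 genes), limma's camera gave P = 0.262 at 2 weeks post-IR, with 17 genes higher and 19 lower, and P = 0.0893 at 6 weeks, with 22 higher and 14 lower. For the Reactome set (n = 68 genes), limma's camera gave P = 0.468 at 2 weeks (38 genes higher, 30 lower) and P = 0.224 at 6 weeks (39 higher, 29 lower). Among the 15 sets tested together, the FDR of the Reactome set was 0.577 and 0.335. For the Fig. 5c list, the alternative that moved P most was preranked fgsea at 2 weeks (a permutation test, P = 0.0166, and P = 0.0497 at 6 weeks) and limma's fry at 6 weeks (n = 36 genes, P = 0.00212), which asks whether the genes of a set changed without comparing them with other genes. For the Reactome set (n = 68 genes), it was limma's camera with mice scaled by library size only, chosen after the values were seen, with P = 0.0223 at 2 weeks and P = 0.00107 at 6 weeks. At 6 weeks, fry gave P = 0.00131 for the Reactome set (n = 68 genes), and library size only P = 0.0201 for the Fig. 5c list (n = 36 genes, limma's camera).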

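The leading edge depends on the hallmark sets and was not computed here, so the 4 genes are given one by one. Cdkn1a (ENSMUSG00000023067, chromosome 17 of GRCm38, 29090976 to 29100727) rose from 7.44 ± 3.88 CPM in controls to 40.4 ± 9.35 at 2 weeks and 63.6 ± 18.8 at 6 weeks (SD, n = 6). Its log2 fold change was 2.43 (SE 0.295, adjusted P = 0.000121) and 3.09 (SE 0.298, adjusted P = 1.47e-06), and every irradiated mouse was above every control mouse. Notch2 (ENSMUSG00000027878, chromosome 3, 98013527 to 98150361) had 69.9 ± 8.54 CPM in controls and changed by 0.30 at 2 weeks (SE 0.0789, adjusted P = 0.0336) and 0.23 at 6 weeks (SE 0.079, adjusted P = 0.0428). Jag1 (ENSMUSG00000027276, chromosome 2, 137081456 to 137116644) changed by 0.25 (SE 0.124, adjusted P = 0.258) and 0.32 (SE 0.124, adjusted P = 0.0681). Jag2 (ENSMUSG00000002799, chromosome 12, 112907819 to 112929776) changed by 0.22 (SE 0.124, adjusted P = 0.344) and 0.20 (SE 0.124, adjusted P = 0.269). For Notch2, Jag1 and Jag2, the groups overlapped at both times. With mice scaled by library size only, the adjusted P of Jag1 and Jag2 at 6 weeks fell below 0.05. For the Fig. 5c list (n = 36 genes) with Cdkn1a left out, limma's camera gave P = 0.504 at 2 weeks and P = 0.181 at 6 weeks.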

Given that Notch signaling is quiescent in resting adult cardiomyocytes, we investigated in detail the differential expression of all genes associated with the murine Notch pathway gene ontology (GO) term. Unsupervised hierarchical clustering of Notch GO genes grouped samples into their respective timepoints, and each pairwise comparison showed significant changes in Notch genes, with a trend toward Notch activation **(**Fig. 5b**)**. 

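The genes of the Notch GO term were not used here, and the Fig. 5c genes and the Reactome set stand in for them. Log2 CPM values were standardized per gene, and mice were clustered by Euclidean distance with complete linkage into 3 clusters. With the 36 Fig. 5c genes, 1 cluster held the 6 control mice, another the 6 mice at 2 weeks with 2 mice at 6 weeks, and the last the other 4 mice at 6 weeks. The adjusted Rand index, which is 1 when clusters and groups are identical, was 0.693. With the 68 Reactome genes it was 0.828, with 1 mouse at 6 weeks placed among those at 2 weeks, and with all 15054 genes 0.397. Of 1000 random sets of 36 genes matched on mean expression, 42 (4.2%) gave an index as high as the Fig. 5c genes, with a median of 0.331. The alternative that moved the index of the Fig. 5c genes most used log2(TPM + 1), with which it was 0.357 and 2 control mice joined those at 2 weeks.

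At 2 weeks post-IR, 6 of the 36 tested Fig. 5c genes had an adjusted P under 0.10, with 5 higher and 1 lower than in controls. At 6 weeks there were 15, with 11 higher and 4 lower, and between the time points 6, all higher at 6 weeks. Adjusted over the list alone, the counts were 7, 15 and 7. At an adjusted P under 0.05 they were 2, 10 and 2. Only Cdkn1a also passed an absolute log2 fold change of 1, at both times against controls. Without Cdkn1a, log2 fold changes lay between −0.43 and 0.41 at 2 weeks and between −0.67 and 0.91 at 6 weeks.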

Given this broad signal, we also investigated gene expression within Notch pathway functional classes, using genes with known relevance to cardiomyocytes, which further suggested cardiac Notch activation (Fig. 5c) and pointed to the potential role for IR-induced Notch reactivation in the heart.

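Of the 4 receptors, Notch4 (ENSMUSG00000015468, chromosome 17 of GRCm38, 34564268 to 34588503) changed most at 6 weeks post-IR, from 51.5 ± 6.00 to 76.5 ± 8.98 CPM (SD, n = 6). Its log2 fold change was 0.57 (SE 0.0854, adjusted P = 0.000104), with every mouse at 6 weeks above every control. Notch3 changed by 0.24 (SE 0.0927, adjusted P = 0.0633) and Notch1 by −0.06 (SE 0.0587, adjusted P = 0.535). As a class, the receptors had an FDR of 0.0742 at 2 weeks and 0.298 at 6 weeks over the 7 classes with limma's camera. No class had an FDR under 0.05 at either time. Among the repressors, Lfng (ENSMUSG00000029570, chromosome 5, 140607320 to 140615545) rose by 0.91 at 6 weeks (SE 0.116, adjusted P = 2.28e-05), with one mouse below the others of its group. Mfng rose by 0.59 (SE 0.117, adjusted P = 0.00112), while Neurl1a was lower (−0.67, SE 0.206, adjusted P = 0.0224). The modulators ranged from −0.52 for Dtx1 to 0.82 for Dtx3l (SE 0.146, adjusted P = 0.000466). Aph1b, a gamma secretase gene, changed by −0.31, and its reads could be split with those of its paralog Aph1c. The co-activators ranged from −0.21 for Maml3 to 0.24 for Maml1 (adjusted P = 0.0163). Among the effectors other than Cdkn1a, Hes1, Hey2 and Rbpj were not higher (log2 fold changes −0.14, −0.09 and −0.34), and Nrarp rose by 0.34 (SE 0.114, adjusted P = 0.035), with one mouse below the others of its group.

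The counts depended on how mice were scaled. With library size only in place of TMM, the median log2 fold change of all genes tested moved to 0.15 at 2 weeks and 0.24 at 6 weeks. Under that scaling, 14 Fig. 5c genes at 2 weeks and 23 at 6 weeks had an adjusted P under 0.10, all of them higher than in controls. Directions changed too: at 6 weeks, 32 of the Fig. 5c genes tested were higher and 4 lower, against 22 and 14 with TMM. Notch1 moved to 0.21. Hes1 and Hey2 also became higher (0.13 and 0.18) and Rbpj stayed lower (−0.08), each without an adjusted P under 0.10. From the expression of genes in these functional classes, the paper proposes that the Notch pathway was activated in the irradiated heart.

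**Figure D3:**
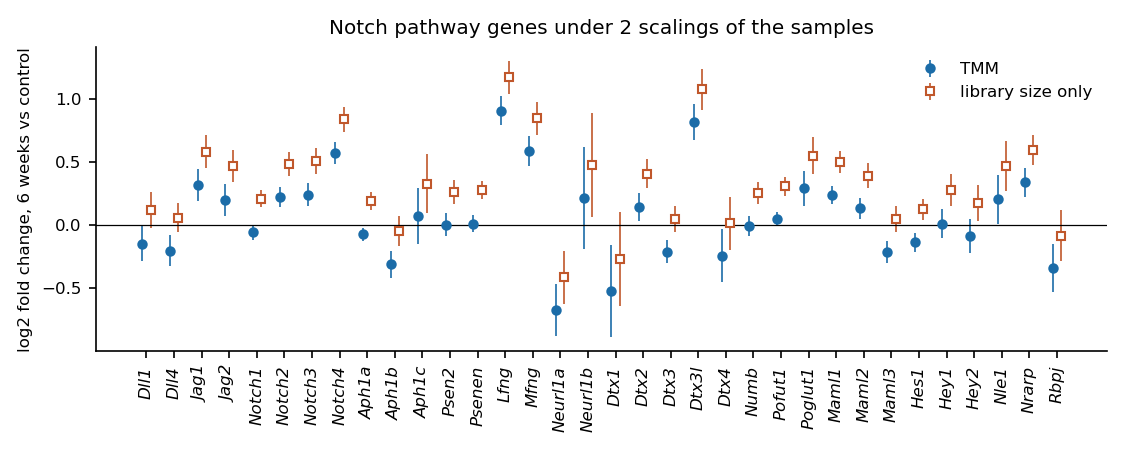
Log2 fold change at 6 weeks post-IR against control (points, with SE) of Fig. 5c genes (Cdkn1a not shown), with mice scaled by TMM (filled) or by library size only (open). Library size only shifts the genes upward, as it shifts the median of all genes by 0.24, and turns Notch1 from −0.06 to 0.21.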

### Transient Notch activation persistently reprograms the ventricular electrical substrate

Previously, we reported that transient cardiomyocyte Notch reactivation resulted in persistent epigenetic and electrophysiologic changes that produced a conduction-like phenotype^33,34^. In these studies, Notch reactivation upregulated *Scn5a*, which encodes for Na_V_1.5, and increased sodium current (*I*_Na_)-mediated cardiomyocyte membrane excitability^34^. To further determine whether cardiomyocyte Notch signaling can increase cardiac conduction, we utilized the Tet-on transgenic system to transiently and selectively activate Notch in adult cardiomyocytes (inducible Notch intracellular domain (iNICD); *αMHC-rtTA*; *tetO_NICD*)^34,35^. Adult iNICD mice were fed doxycycline chow for 3 weeks to transiently activate Notch, followed by a minimum of 16 weeks washout for iNICD turnover. This doxycycline pulse was chosen to sufficiently activate Notch while mimicking a transient dose of RT-induced activation. When compared to littermate controls, longitudinal CVs of iNICD ventricles were significantly increased after 16-week washout (Fig. 6a, b). In a separate cohort, mice were sacrificed after a 52-week washout to test whether Notch activation leads to persistent upregulation of cardiac conduction proteins. Western blotting revealed that transient activation of Notch signaling was associated with persistent increases in ventricular Na_V_1.5 (Fig. 6c), but not Cx43 (Fig. 6d). These findings suggest that transient Notch activation may partially contribute to radiation-induced persistent upregulation of the cardiac sodium channel and are important to understanding a mechanism whereby a single dose of radiation could lead to permanent changes in the electrical substrate.

**Fig. 6:**
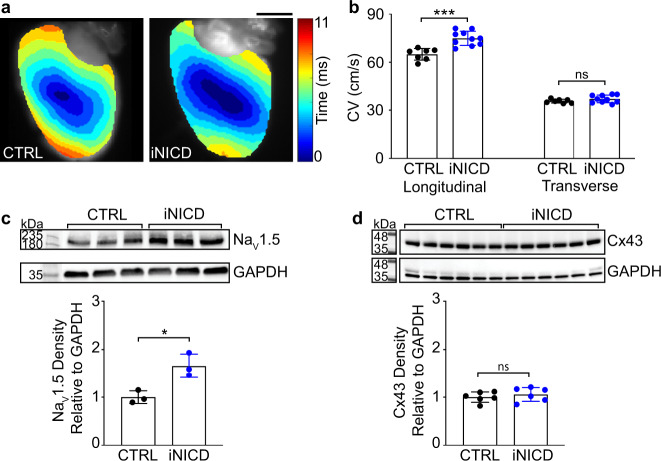
Transient iNICD-mediated, cardiomyocyte-specific Notch activation persistently increases conduction velocity and Na_V_1.5 protein expression. **a** Representative activation maps and **b** conduction velocity measurements of control (CTRL, black) *αMHC-rtTA*; *tetO_NICD* (iNICD, blue) murine hearts after 3-week doxycycline induction and 16-week washout (*n* = 7 biologically independent CTRL mice; *n* = 9 biologically independent iNICD mice; Longitudinal ***P = 0.00019, Transverse *P* = 0.18). **c**, **d** Western blot and quantified densitometry from CTRL versus iNICD hearts after 3-week doxycycline induction, 52-week washout for Na_V_1.5 (*n* = 3 biologically independent samples per condition, *P = 0.026) and Cx43 (*n* = 6 biologically independent samples per condition, *P* = 0.47, ladder was run in parallel on a separate gel to allow for quantitative comparisons on the same blot). All *P* values determined by two-way unpaired *t* test. All bar graphs are represented as mean ± SD. Source data are provided as a Source data file.

### Loss of cardiomyocyte Notch signaling partially rescues radiation-induced conduction reprogramming

To test whether cardiomyocyte Notch signaling is not only sufficient but also necessary for reprogramming conduction after radiation, we utilized cardiomyocyte-specific, inducible Notch loss-of-function transgenic mice (Notch iLOF, *αMHC-MerCreMer* and *R26r*^*dnMAML*/+^). Notch iLOF mice express a tamoxifen-inducible Cre recombinase under the cardiomyocyte-specific myosin heavy chain promoter, as well as a loxP-flanked STOP cassette upstream a dominant-negative mutant of the mastermind-like Notch transcriptional coactivator (*dnMAML*), which represses nuclear transactivation of the NICD^36^. Upon tamoxifen-induced Cre recombination, Notch iLOF mice permanently express *dnMAML* in cardiomyocytes to effectively and specifically knock out Notch signaling in a cell-autonomous manner^34^. Littermates expressing *αMHC-MerCreMer* and receiving tamoxifen but lacking the *dnMAML* mutant were used as controls.

Following tamoxifen-induced Cre recombination and washout, Notch iLOF mice and littermate controls were treated with 25 Gy radiation. In non-irradiated sham mice, there was no baseline difference in CV between treatment groups (Supplementary Fig. 10a). Although radiation was associated with increases in CV, Na_V_1.5, and Cx43 in both groups (Supplementary Fig. 10b–d), Notch iLOF attenuated the post-IR conduction increase by >30%, resulting in significantly decreased CVs in Notch iLOF mice compared to littermate controls (Fig. 7a, b and Supplementary Fig. 10e). Following radiation, Notch iLOF mice expressed significantly decreased Na_V_1.5 expression (Fig. 7c), while we detected no difference in Cx43 expression (Fig. 7d and Supplementary Fig. 10f). From this observed partial rescue, these data suggest that radiation-induced electrical reprogramming is partially regulated by Notch-induced upregulation of the cardiac sodium channel.

**Fig. 7:**
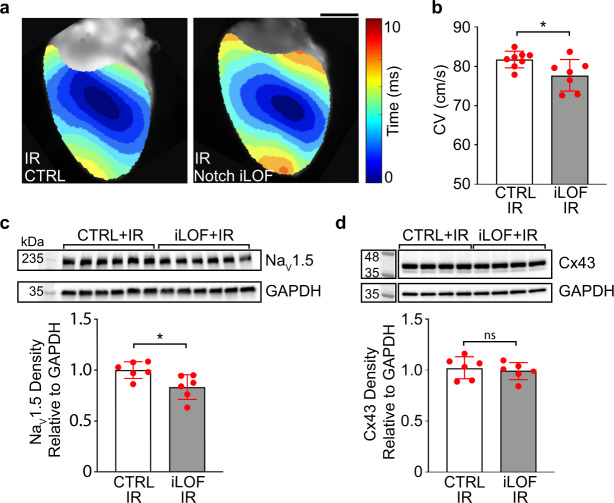
Loss of cardiomyocyte Notch signaling inhibits radiation-induced conduction reprogramming. **a** Representative activation maps and **b** longitudinal conduction velocity measurements of irradiated littermate control (left, CTRL, white bars) and *αMHC-MerCreMer*; *R26r*^*dnMAML/+*^ (right, iLOF, gray bars) murine hearts at 6 weeks post-IR. *n* = 8 biologically independent CTRL mice; *n* = 7 biologically independent iLOF mice*;* *P = 0.027. **c**, **d** Western blot and quantified densitometry of Na_V_1.5 (*n* = 6 biologically independent samples per condition, *P = 0.012) and Cx43 (*n* = 6 biologically independent samples per condition across two blots run in parallel, *P* = 0.59,). All *P* values determined by two-way unpaired *t* test. All bar graphs are represented as mean ± SD. Source data are provided as a Source data file.

### Clinical cardiac RT is associated with molecular and functional changes in electrophysiology

To translate our preclinical findings into patients receiving RT for treatment of VT, we asked whether radiation is sufficient to upregulate Na_V_1.5 and/or Cx43 in an explanted heart previously targeted with 25 Gy, compared to a nontargeted remote region within the same failing heart. At the time of Patient F’s heart transplant due to refractory nonischemic HF (965 days post-RT), the superior portion of the basal left ventricle, previously targeted with 25 Gy (Segment 1), was collected for flash freezing, and the inferior-mid left ventricle (Segment 10), which received <5 Gy radiation exposure (Supplementary Fig. 11), was used as a nontargeted control (Fig. 8a). To control for potential baseline regional differences in protein expression, matched tissue from segments 1 and 10 were collected from 2 non-failing donor hearts that were rejected for transplantation. Overall, the level of Na_V_1.5 in the nontargeted region (Segment 10) of the nonischemic failing heart was much lower than in analogous segments of nonfailing donor hearts (Fig. 8b), consistent with known reductions in Na_V_1.5 in the setting of HF^37–40^. After 965 days post-RT, we observed threefold higher levels of Na_V_1.5 within the targeted myocardium when compared to the remote region in Patient F’s heart, restoring Na_V_1.5 in the targeted region to levels analogous to non-failing ventricles (Fig. 8b). In this nonischemic cardiomyopathy, there was no observed decrease in the levels of Cx43 at baseline, and likewise no observed difference in Cx43 between the targeted and nontargeted segments (Fig. 8c). Differential expression between Na_V_1.5 and Cx43 within these regions could potentially be explained by heterogeneous gap junction remodeling in nonischemic HF when compared to ischemic HF^41^.

**Fig. 8:**
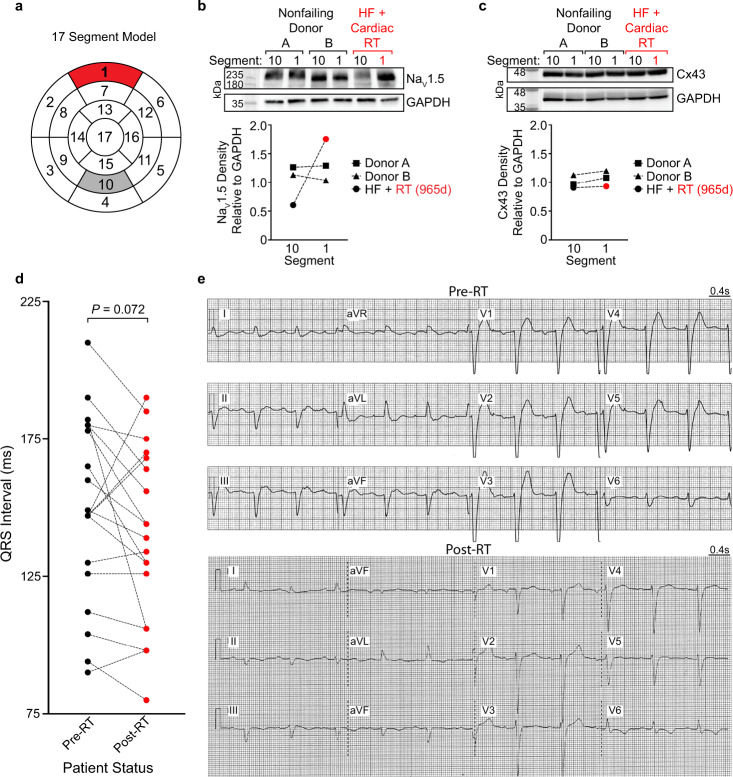
Reprogramming in VT patients treated with 25 Gy RT. **a** Cardiac 17-segment model illustrating 25 Gy targeted (Segment 1, red) and remote nontargeted (Segment 10, gray) myocardium collected from a heart failure patient with nonischemic cardiomyopathy and VT (Patient F), who previously received cardiac RT. The nontargeted Segment 10 received <5 Gy radiation exposure. For comparison, corresponding Segments 1 and 10 were collected from 2 nonfailing, non-RT donor hearts rejected for transplantation. **b** Western blot and quantified densitometry of Na_V_1.5 in Segment 10 versus Segment 1 of nonfailing (Donors A and B) and RT-treated (HF+Cardiac RT, red) hearts. **c** Western blot and quantified densitometry of Cx43 in Segment 10 versus Segment 1 of nonfailing and RT-treated hearts. **d** Matched QRS durations in the ENCORE-VT patient cohort at baseline (pre-RT, 149 ± 34 ms) versus 6-week post-RT (139 ± 32 ms) timepoints (*n* = 19 paired individual patients, *P* = 0.072 by two-tailed Wilcoxon signed-rank test). **e** Representative 12-lead ECG of robust QRS shortening recorded from Patient G at the time of RT treatment, with a baseline QRS of 165 ms and presence of LBBB, and then after 6 months post-RT, exhibiting shortened QRS (130 ms) and resolution of LBBB. Examples of pre- and post-RT ECGs of the remaining three patients that exhibited robust QRS shortening in the ENCORE-VT patient cohort, as well as an example of an unchanged QRS interval, are provided in the Supplementary Figures. Source data are provided as a Source data file.

Next, we analyzed serial surface ECGs of patients who received cardiac RT. In contrast to the mouse, where the whole heart is irradiated, only the arrhythmogenic region of a patient’s heart is targeted. Thus, not all RT patients would be expected to exhibit a shortened QRS duration. Even still, we observed a statistically nonsignificant difference in QRS durations within the 19-patient cohort by 6 weeks post-RT (149 ± 34 ms pre-RT versus 139 ± 32 ms post-RT, *n* = 19, *P* = 0.072, Fig. 8d). Overall, compared to baseline intervals, post-RT QRS durations were shorter in 13 patients and longer in 5 patients (Fig. 8d). We also present examples of robust RT-associated QRS shortening, defined strictly as a decrease in the QRS duration by ≥25 ms on serial ECGs, in at least 4 out of the 19 patients (Fig. 8e and Supplementary Figs. 12–14). As an example, Patient G’s QRS shortened from 165 ms with left bundle branch block (LBBB) to a QRS interval of 130 ms without LBBB, and this QRS remained shorted for at least 6 months (Fig. 8e). Presented in the Supplementary Figures are the pre- and post-RT ECGs of the remaining 3 patients who exhibited persistent QRS shortening (Supplementary Figs. 12–14), as well as an example where there was minor to no shortening observed (Supplementary Fig. 15). Consistent with our preclinical data in mice, these ECG changes may be potential examples of radiation-induced functional electrical reprogramming in humans.

## Discussion

Cardiac RT is an emerging treatment option for patients with refractory VT. The objective of this study was to define the structural, functional, and molecular effects of focused, single-fraction RT in the adult mammalian heart. Our findings suggest that radiation may be used therapeutically to modulate cardiac electrophysiology for VT management.

Through histologic examination and MRI scans of the hearts from patients who received cardiac RT, we provide evidence from a cohort of human RT patients to show that 25 Gy transmural radiation does not create transmural scar. These findings are consistent with preclinical studies that required doses in excess of 40 Gy to produce lesions that interrupted conduction^17,22^. Importantly, emerging preclinical and clinical reports continue to cite fibrosis and scar homogenization as the preferred biologic effect after RT and often discuss whether 25 Gy treatments result in underdosing to the target. Yet, clinical VT reductions occur within weeks following 25 Gy RT, and radiation-induced fibrosis alone cannot account for the magnitude and timing of these effects. Indeed, our study further contributes to the growing body evidence to suggest that, for cardiac RT, dose strategies may not necessarily be chosen based on the anticipated effects of late-stage, radiation-induced fibrosis to achieve therapeutic effect.

Previous preclinical studies have reported increases in global levels and lateralization of Cx43 after carbon radiation to the heart^42–44^, and increased gap junction formation was reported after radiation to other tissue types^45,46^. In these studies, the mechanism of Cx43 upregulation and the functional consequences of lateralization remain unclear. In the current study using photon-based IR, we also observed IR-associated increases in Cx43 protein; however, we did not observe changes in Cx43 lateralization or conduction anisotropy. Future studies are warranted to determine whether there are differences in Na_V_1.5 and Cx43 responses, as well as dosing considerations, among different radiation modalities, including X-ray, carbon ion, and proton beam cardiac RT.

Reduced sodium channel expression and availability frequently occur in the setting of heart disease or injury and are major causes of acquired arrhythmias^37–40^. Slowed conduction due to reduced sodium current density is a critical factor in sustaining reentry in regions of fibrosis^47,48^. Previous large animal studies have demonstrated feasibility of gene therapy delivery of skeletal muscle sodium channel SkM1^49,50^ and connexins^51^ to increase cardiac conduction and prevent VT. Here we observe acute, persistent increases in electrical propagation within IR-treated hearts mediated by increases in Na_V_1.5 and Cx43. Indeed, increases in either sodium channel expression or gap junction coupling are expected to prevent reentrant arrhythmias^47–51^ via restoration of cardiac conduction^52,53^.

Previously, reactivation of developmental signaling pathways, including Notch, was sufficient to epigenetically reprogram cardiomyocytes to produce a conductive “Purkinje-like” electro-phenotype^33,34^. Furthermore, Notch signaling is known to play a role in the radiation response and radio-resistance of several tissue types^54,55^. Through RNA-seq and transgenic approaches, we identify cardiomyocyte-specific Notch activation as one potential cell signaling mechanism that may contribute to the pro-conductive effect of radiation via upregulation of the cardiac sodium channel. In this study, we utilized murine model systems to allow for genetic manipulation and testing of direct causality of radiation-induced conduction reprogramming. Specifically, we demonstrate that cardiomyocyte Notch activation is both sufficient to increase cardiac conduction and necessary to achieve the full effects of radiation-induced conduction reprogramming through gain- and loss-of-function approaches.

The functional effects of increased Na_V_1.5 and Cx43 may act through several electrical mechanisms to prevent conduction block and reentry and explain the antiarrhythmic effect conferred to patients after 25 Gy RT. In the setting of heart disease and conduction heterogeneity, homogenization of conduction through restoration of either membrane excitability or intercellular coupling would reduce the vulnerable window that allows unidirectional block to occur^56^. Additionally, increased intercellular coupling alone may prevent aberrant conduction by increasing the functional sink and reducing the safety factor to terminate arrhythmic conduction^53^. However, this phenomenon requires Cx43 upregulation that exceeds the effect size observed our study. Finally, data from our current study suggests that, within surviving cardiomyocytes in the peri-infarct region, upregulation of Na_V_1.5 and Cx43 results in local increases in CV to functionally rescue regions of conduction delay necessary for sustained reentry and tachycardia^53^. Future studies are warranted to determine which molecular effects can be best leveraged in the setting of RT to prevent reentry and tachycardia.

Our study presents findings to suggest that an antiarrhythmic therapy, successfully used in patients with refractory VT, may increase levels of the cardiac sodium channel and improve conduction. Indeed, explanted cardiac specimens obtained from a treated patient with refractory VT revealed threefold higher Na_V_1.5 protein levels in the radiation-targeted region when compared to a nontargeted region of the same heart, restoring Na_V_1.5 to levels within the range of nonfailing myocardium. As an observation of the potential effect of RT on human physiology, we also report a nonsignificant decrease in mean QRS duration in the Electrophysiology-guided Noninvasive Cardiac Radioablation for Ventricular Tachycardia (ENCORE-VT) patient cohort, as well as robustly shortened QRS intervals in at least 4 of the 19 patients.

Our findings have direct relevance for patient care. Most surviving patients continue to exhibit reduced VT burden 24 months after a single RT treatment^28^. Our results demonstrate that the functional and molecular effects of RT and Notch reactivation are persistent and expected to directly translate into long-term durability of therapy. A dosage of 25 Gy was prescribed in previous clinical studies to minimize cardiotoxic effects of radiation. Although this current dose is proven to be safe and effective^10^, there are rare cases of pericardial effusion and a single adverse event of gastropericardial fistula that occurred 2 years after treatment^28^. Here we show that radiation-induced electrical reprogramming can also occur at lower doses in the range of 15–25 Gy in mice. Indeed, Notch signaling has been reported to activate in a variety of tissue types following lower doses of radiation^54,55,57^. These data could warrant future clinical studies of careful downward dose titration to find the lowest effective dose that minimizes risk of late-stage toxicity. Lower dosages may be particularly favorable in instances when the prescribed treatment volume is large or when the prescribed treatment location is adjacent to nearby radiosensitive organs.

There are several limitations to our present study. Most patients who received cardiac RT survive with reduced VT burden for years after treatment. Because of the durability of this emerging therapy, available postmortem samples remain limited, and results consequently remain difficult to generalize. This limitation further emphasizes the need for preclinical cardiac RT studies. Given that each patient is prescribed a target volume and location specific to the individual’s scar-related VT, we also acknowledge that global electrophysiologic changes reflected by changes to the QRS interval is neither observed nor expected in every patient. Although we observed 13 patients with shortened QRS durations after RT, these QRS changes were statistically nonsignificant in our 19-patient cohort and at least 5 patients exhibited lengthened QRS durations. Overall, these changes in QRS duration cannot be excluded as an unrelated phenomenon in the absence of additional analyses, and a comprehensive analysis of all ECG parameters is outside of the current scope of our study. This study’s clinical results are also limited by the trial’s single-arm design, low number of patients enrolled, narrow patient selection, and recruitment and treatment conducted at a single academic center, which currently limit generalization of results to other patient populations. In our preclinical study, we profiled radiation response after whole-heart radiation, while, clinically, RT is limited to select arrhythmogenic regions. Indeed, future studies are expected to elucidate relationships among treatment target volume, isodoses, local changes in conduction protein expression, and global changes in ECG intervals. Additionally, we implemented a surgical infarct model of HF, which does not represent the subset of patients with nonischemic cardiomyopathy. Furthermore, while humans and large animals have exhibited HF-associated decreases in conduction proteins, rodent models of HF have smaller conduction substrates, exhibit remodeling of repolarizing currents^58^, and thus make reentrant tachycardia difficult to demonstrate. Future studies in large animal models of VT are warranted. We also acknowledge that there are important differences between the ionic currents that make up the action potentials of human and murine cardiomyocytes. While excitatory sodium current *I*_Na_ is well conserved among mammals^59^, there are several differences in the expression of repolarizing potassium currents across species. For example, the rapidly (*I*_Kr_) and slowly (*I*_Ks_) activating delayed rectifier potassium channels responsible for repolarization of the human cardiomyocyte action potential do not exist in mice^59^. Although we do not observe effects of IR on ERP, our study does not rule out an effect of radiation on human cardiomyocyte repolarization. Finally, we highlight cardiomyocyte Notch signaling as a mechanism by which Na_V_1.5 is upregulated after radiation, while acknowledging that the mechanisms of post-RT reprogramming are likely multifactorial. Future studies will undoubtedly further define the cellular mechanisms underlying these effects.

In summary, this study supports a model whereby a single-fraction dose of 25 Gy radiation persistently restores electrical propagation in diseased hearts without causing transmural fibrosis and scar. Mechanistic insights such as these are expected to lead to refinements in the cardiac radiation clinical protocol and ultimately greater adoption of cardiac RT. The ability to noninvasively and functionally eliminate VT circuits, by modulating cardiac electrophysiology in a localized way and without tissue destruction, may allow for safer treatments and prevention of arrhythmias for individuals with myocardial scarring.

## Methods

### Study design

This study aimed to determine the structural and electrophysiologic effects of single-fraction ionizing radiation on the adult mammalian heart. To this end, we utilized several experimental approaches. In fibrosis studies, we characterized levels of fibrosis in irradiated human and murine myocardium. In electrophysiologic studies, we studied the effects and mechanisms of cardiac ventricular conduction increase following 25 Gy ionizing radiation in healthy and diseased murine myocardium and following doxycycline-induced activation of Notch signaling and tamoxifen-induced loss of Notch signaling in cardiomyocytes. We also show examples of sodium channel upregulation in one of one and potential QRS duration changes in VT patients treated with 25 Gy RT.

In patients, total sample size was powered to demonstrate acute safety and preliminary efficacy of noninvasive radiation therapy for treatment of refractory ventricular tachycardia under the ENCORE-VT (NCT02919618) clinical trial, a single-arm Phase I/II trial, in which 19 patients were enrolled and treated^10^. Patients with refractory VT (i.e., failed at least one CA or was contraindicated to CA and failed/became intolerant to at least one antiarrhythmic medication) and met all inclusion/exclusion criteria were enrolled into the study. Patient-level data were restricted to paired, binary intra-patient comparisons (non-targeted versus targeted and/or pretreatment versus posttreatment).

For studies in mice, power analyses were used to determine minimum group sizes a priori. These power calculations was performed using G*power (v.3.1.9). The sample size calculation for each cohort was based on a *t* test to observe changes in CV or ERP. A study with an effect size of 0.25 and a power of 80% required a minimum of *n* = 6 per group to test this difference at 5% significance using a two-tailed test. Mice were randomized to treatment condition and both male and female littermates were used for all experiments. For experiments that used aged mice or when surgery was performed, we initially overpowered these cohorts in anticipation of procedure-related death such that there would be adequate power at the experimental endpoint. For western blot on samples obtained from wild-type and iNICD mice, a study with an effect size of 0.80 and power of 80% was initially chosen and required a minimum of *n* = 3 independent biological replicates per group to test this difference at 5% significance using a two-tailed test. In anticipation of a smaller effect size in Notch LOF rescue experiments, a study was designed to test for an effect size of 0.25 and power of 80%, and these also required a minimum of *n* = 6 independent biological replicates per group. This sample size was also subsequently used to power a test for Cx43 expression in iNICD mice when effect size appeared lower than the Na_V_1.5 effect size. For RNA-seq, an *n* = 6 biologically independent samples per group was chosen to detect meaningful transcriptional changes in heart tissue based on previous publications^60^.

### Human specimen and data collection

This study was approved by the Washington University School of Medicine Institutional Review Board (IRB). Patient samples and data were collected under the ENCORE-VT clinical trial. Only patients who provided informed consent prior to specimen collection were included, and all human specimen experiments were performed in accordance with IRB-approved analyses. At the time of heart transplant or death (autopsy), whole-heart specimens were obtained from patients who previously underwent noninvasive cardiac radiation for treatment of refractory VT and consented to specimen collection. Each specimen was compared with its corresponding radiation treatment plan to identify regions of the heart that were either treated with 25 Gy (targeted) or anatomically distant from radiation (remote). Across all samples, remote regions of myocardium received radiation exposure that was <5 Gy. In specimens obtained from autopsy, targeted and remote regions of patient hearts were resected and fixed in 10% formalin upon collection for histopathology. In one explanted heart collected from transplant, targeted and nontargeted tissue were flash frozen immediately at the time of explant for molecular experiments and protein measurements. Remaining specimens obtained from autopsy and formalin fixed were neither flash frozen nor collected for protein measurements, as these specimens were obtained days after death, during which substantial protein degradation was expected, and were only appropriate for clinical histopathology. Cardiac MRIs were taken according to the ENCORE-VT clinical trial guidelines. Two patients were treated as part of our institution’s previously published case series^9^ prior to establishment of the ENCORE-VT clinical trial and for whom MRI was not taken. While quantification of fibrosis using gadolinium enhancement was not feasible due to the presence of imaging artifacts, we include a representative set of images from a single patient that illustrates the lack of any observed change in fibrosis or cardiac injury in our patient cohort.

### Patient ECG interpretation

Pre- and Post-RT patient ECGs were taken according to the ENCORE-VT clinical trial (NCT02919618). QRS intervals were measured independently by two blinded investigators, and values obtained were subsequently compared and verified against one another. While some patients exhibited smaller changes in pre- versus post-RT QRS intervals, robust QRS shortening was strictly defined as a decrease in the QRS interval by at least 25 ms on serial surface ECGs.

### Human specimen fibrosis quantification

Trichrome-stained fixed human specimens were scanned into high-resolution SVS image files using an Aperio ImageScope (v.12.1 Leica Biosystems). SVS image files contain seven magnification levels stored as Gaussian pyramids. All fibrosis quantification was performed using MATLAB (2017b, MathWorks) through a four-step process of sampling, preprocessing, quantization, and calculation^61^. In the sampling step, each SVS file was parsed into 900 equally spaced 50 px-by-50 px images that span the entire high-resolution file in order to allow for parallelization of analysis and prevent out-of-memory errors. Next, preprocessing was performed using simple linear iterative clustering with a compression ratio of 1:50, to generate superpixels while preserving tissue boundaries^62^. Image files were subsequently converted from the RGB Colorspace to the L*a*b* Colorspace for image representation that is independent of brightness and illumination, which may vary across samples that were subject to differences in sample thickness, microscope settings, and batch-dependent differences during staining. Quantization subsequently defined pixel parameters, which corresponded to areas of collagen, red blood cells, myocytes, or background, as defined by *K*-means^63^. Parameters were chosen based on the results obtained from four training samples and kept constant for all computations. All pixels were then assigned to their corresponding category using Lloyd–Max algorithms^64^. Overall, percent fibrosis was defined by the relationship $${{{{{{\rm{fibrosis}}}}}}}=\frac{{{{{{{\rm{Area}}}}}}}_{{{{{{{\rm{collagen}}}}}}}}}{{{{{{{\rm{Area}}}}}}}_{{{{{{{\rm{collagen}}}}}}}}+{{{{{{\rm{Area}}}}}}}_{{{{{{{\rm{RBC}}}}}}}}+{{{{{{\rm{Area}}}}}}}_{{{{{{{\rm{myocytes}}}}}}}}}$$. For fibrosis analyses, the mean computation time was approximately 50 min per sample.

### Mouse studies

Adult male and female littermate outbred wild-type CD-1 mice were purchased (Charles River Laboratories, Wilmington MA). iNICD (*αMHC-rtTA* and *tetO_NICD*)^33,35^ and Notch iLOF (*αMHC-MerCreMer* and *R26r*^*dnMAML*/+^)^34^ mice were maintained on a mixed genetic background. iNICD and Notch iLOF mice were genotyped for *rt*TA/*tetO_NICD* and Cre/*Rosa26r*, respectively (Supplementary Table 3). In all experiments, age- and gender-matched littermate control animals were used for comparison. In all IR experiments, CD-1 mice aged ≥8 weeks were used. For experiments involving conditional iNICD expression, doxycycline chow was fed (200 mg/kg, BioServ). Adult iNICD mice were fed doxycycline chow for 3 weeks to transiently activate Notch, followed by a minimum of 16 weeks regular chow to allow for sufficient doxycycline washout and iNICD turnover. In iLOF experiments involving tamoxifen-induced Cre recombination, mice were fed tamoxifen chow for 10 days to allow for Cre recombination, followed by a 4-week washout prior to radiation or sham treatment.

All mice were housed in 12-h light/dark cycles, at ambient temperatures of 20–22 degrees Celsius, at a humidity range between 40 and 60%, and with access to food and water ad libitum, in accordance with animal study guidelines at Washington University. Animal protocols were approved by the Animal Studies Committee at Washington University School of Medicine, and all animals were handled in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Murine cardiac IR model

Murine IR treatment was achieved using the small animal radiation research platform (SARRP, Xstrahl Inc.). The SARRP has an X-ray tube mounted on a gantry, with a motorized stage serving as a couch on which the mouse is placed. These allow for cone-beam computed tomography (CT) imaging (imaging mode) and radiation delivery (therapy mode)^65^. In imaging mode, the SARRP operates at 60–80 kVp and 0.5 mA using 1 mm of aluminum filtration. In therapy mode, the SARRP operates at 175–220 kVp with 0.15 mm of copper filtration. This platform allows for image-guided isocentric radiation of murine hearts and mimics RT therapy in humans.

Mice were first anesthetized using isoflurane and then cone-beam CT imaging was performed to target the heart. The CT images were reconstructed and imported into Muriplan (v.3.0. Xstrahl Inc.), where the isocenter was selected. The heart was then irradiated using anterior–posterior-opposed beams from the 10 mm × 10 mm collimator at a 3.9 Gy/min dose rate. A single-fraction exposure to the entire volume of the mouse heart was delivered at the predetermined dose. For comparisons, all littermate (sham) controls received isoflurane anesthesia and CT imaging, but no isocentric ionizing radiation.

In short-term, nonsurgical murine experiments, one irradiated Notch iLOF mouse spontaneously died at 4 weeks post-IR, while all remaining sham control and IR mice survived to their experimental endpoints. In the aged, long-term murine IR cohort, 2 sham control mice (each at 35 weeks and 42 weeks after sham treatment) and 4 IR mice (each at 18 weeks, 19 weeks, 31 weeks, and 41 weeks post-IR) spontaneously died after treatment. On necropsy, there was no evidence of direct cardiac damage or gross structural differences in either treatment group. Of note, 3 of the 4 cadaveric IR mice appeared notably cachexic compared to surviving littermates.

### Murine MI model

Adult mice were anesthetized with ketamine (100 mg/kg) and xylazine (10 mg/kg) administered intraperitoneally. Under artificial ventilation, a left thoracotomy was performed to expose the left ventricle and LAD artery^29^. The proximal portion of the LAD was ligated with a 9-0 silk suture. After closure of the surgical incision, mice were recovered on a warmer and returned to their cage. The mean time for each surgical procedure was approximately 10 min. From 29 mice surviving the initial surgery, 8 died before the end of the 2-week postoperative period, and surviving mice were randomly assigned to receive either 25 Gy IR or sham treatment. During the 6-week period following radiation treatment, one sham mouse and zero IR mice died. At the time of optical mapping (8 weeks post-MI, 6 weeks post-IR), hearts from three mice (one control and two IR) were covered in excess surgical adhesions and/or adhered to the anterior thoracic wall and these hearts could not be dissected without causing ventricular wall rupture and were excluded from downstream optical mapping experiments. In both treatment groups, stimulation of myocardium outside the scar region resulted in optical action potentials within the scar region that had <50% upstroke velocity and peak optical voltage when compared to regions of viable myocardium (Supplementary Fig. 8a), and thus isochrones below the surgical ligation are omitted.

### Murine electrocardiogram

Surface ECGs were performed on mice anesthetized with isoflurane. Lead II ECGs were recorded at a sampling rate of 4 kHz using LabChart (Version 8.0, ADInstruments), and ECG intervals of 100 averaged beats were measured using the LabChart ECG software package^32^. Because the morphology of the QRS complex in mice includes the presence of a J wave that immediately follows the S wave, the end of the QRS interval was strictly defined as the time when the S wave crosses the isoelectric line. During all ECG collection and analysis, investigators were blinded to sample group allocation.

### Optical mapping

Murine hearts were explanted, Langendorff-perfused, and optically mapped, as previously described^60,66^. Specifically, hearts were perfused and immersed in an oxygenated Tyrode’s solution (128.2 mM NaCl, 4.7 mM KCl, 11.1 mM glucose, 1.19 mM NaH_2_PO_4_, 20 mM NaHCO_3_, 1.05 mM MgCl_2_, 1.3 mM CaCl, pH 7.4) maintained at 37 °C. Briefly, the potentiometric dye Di-4-ANEPPS (Life Technologies) and the excitation–contraction uncoupler blebbistatin (Cayman Chemical) were added to the Langendorff perfusate to allow for fluorescent detection of membrane potential changes and to eliminate motion artifacts, respectively. Murine hearts were electrically stimulated at 10 Hz to measure CV or with S1–S2 stimulation protocols of decreasing cycle lengths to determine ERP. A green 524 nm light source was used to excite the voltage-sensitive dye. The emitted fluorescence was filtered by a single long-pass 650 nm filter and recorded by CMOS camera (BrainVision LLC). Data were collected through the MiCAM Ultima software (v.2011.11, BrainVision LLC). Data analysis was performed on MATLAB using the open source Rhythm software (Rhythm2014b, http://efimovlab.org/research/resources/rhythm)^66^. With surface coordinate distances and the time of action potential upstroke, defined as maximum voltage derivative (d*V*_m_/d*t*)_max_ of optical signals, activation maps were generated for calculations of longitudinal and transverse CVs. Velocities were calculated by using isochrone distances and times of action potential upstroke originating from the site of stimulation. All investigators were blinded to the sample group allocation during data collection and analysis.

### Histology and immunohistochemistry

Immunohistochemistry was performed on OCT-embedded frozen or paraffin-embedded sections. Gross heart morphology and collagen content were examined using Masson’s trichrome stain (American MasterTech Scientific). Sections were treated with antibodies recognizing γH2AX (R&D Systems AF2288, lot KNH1218111), Na_V_1.5 (1:100, Alomone Labs, 493-511, lot ASC005AN3002 and ASC005AN3702), Cx43 (1:50, Thermo Fisher 71-0700, lot PI209083), and N-Cadherin (1:100, Invitrogen 33-3900, lot UC284646). Secondary fluorescent-conjugated antibodies included Alexa 568 (1:200, Abcam ab175471, lot 1494753) and Alexa 488 (1:200, Abcam ab150077, lot 3244688, and ab150121, lot 3201847). Sections were also treated with wheat germ agglutinin (Thermo Fisher) to measure cardiomyocyte size and 4′,6-diamidino-2-phenylindole (Sigma D9542) to identify nuclei. For all digital imaging, investigators were blinded to sample conditions, and for each immunohistochemical target, all samples were imaged with identical settings on a confocal microscope (Leica Biosystems). Quantification of blinded images was performed using ImageJ (v.2.0.0, NIH).

### Hydroxyproline assay

A hydroxyproline assay was performed using a standard 4-hydroxyproline amino acid colorimetric test kit (Sigma). Briefly, 10 mg of flash-frozen tissue was homogenized in water and hydrolyzed at 120 °C for 3 h^35^. After hydrolysis, oxidized hydroxyproline was reacted with 4-(dimethyamino)benzyladehyde to produce a colorimetric product proportional to hydroxyproline concentration. Hydroxyproline content for standard curves and samples was quantified by measuring absorbance at 560 nm using the Gen5 software (v.2.0.4, Agilent BioTek) and Excel (v.16.52, Microsoft).

### Protein extraction, electrophoresis, and immunoblotting

Protein lysates were made from flash-frozen mouse or human ventricular samples for immunoblotting^60^. For each biological replicate, approximately 20–30 mg of ventricular tissue was homogenized using a modified RIPA lysis buffer (50 mM Tris-HCl, 150 mM NaCl, 5 mM EDTA, 1% Triton-X, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate) treated with a cOmplete Mini EDTA-free protease inhibitor tablet (1 tab/10 mL buffer, Roche). After homogenization, samples were centrifuged for 10 min at 13,200 × *g*, and supernatants were aliquoted and stored at −80 °C. Protein concentrations were measured using a commercial BCA assay (Thermo Fisher). Gel electrophoresis was performed using pre-cast 4–15 or 4–20% Tris-Glycine gels (BioRad) and pre-cast 10 or 12% NuPage Bis-Tris gels (Invitrogen). After gel electrophoresis, proteins were transferred overnight to polyvinylidene difluoride (Millipore Sigma) or nitrocellulose (Invitrogen) membranes. Blots were blocked for 1 h in milk blocking buffer (5% milk in Tris-buffered saline, 0.05% Tween-20). Immunoblotting was performed using anti-Na_V_1.5 (1:1000 Alomone Labs, 493-511, lot ASC005AN3002 and ASC005AN3702), anti-Cx43 (1:2000 Invitrogen 71-0700, lot PI209083), and anti-GAPDH (1:2000, Cell Signaling Technology 14C10, lot 14) and incubated overnight at 4 °C. Secondary detection was performed using horseradish peroxidase-conjugated antibodies (1:5000 Abcam ab6721, lot GR3321356) and Clarity Western ECL Substrate (BioRad). Densitometry analysis was performed using the ImageLab software (BioRad) and normalized to GAPDH density. For all immunoblotting experiments, blots were repeated with a minimum of three technical triplicates using the same biological samples. For all densitometric quantifications, investigators were blinded to sample conditions.

### RNA isolation

Total RNA was isolated from murine ventricles using TRIzol reagent (Invitrogen)^35^, per the manufacturer instructions, and DNAse-treated using the TURBO DNA-free Kit (Ambion).

### RNA sequencing

RNA-seq was performed on murine ventricular tissue from sham control mice (*n* = 6) at 2 weeks post-IR (*n* = 6) and at 6 weeks post-IR (*n* = 6). Total RNA was isolated as described above, and RNA was quantitated and quality-assessed using a 2100 Bioanalyzer (Agilent). RNA-seq was performed by the Genome Technology Access Center at Washington University School of Medicine. Briefly, sequencing libraries were constructed using the Roche KAPA RNA HyperPrep Kit per the manufacturer’s recommendations. Libraries were sequenced with the Illumina NovaSeq S4 (2 × 150 bp) to a median depth of 42.7 million +/− 3.8 million reads.

Reads were aligned to the *Mus musculus* GRCm38.76 genome using STAR (v. 2.7.3a.)^67^, and alignment quality metrics were obtained from RNA-SeQC (v. 2.3.5). Transcript abundance was quantified in Salmon (v. 1.0)^68^, and downstream analysis was performed in R (v. 3.6.3). Transcript abundance was summarized to gene counts using tximport (v. 3.10). Gene counts were scaled to library size using trimmed mean of *M*-value normalization in EdgeR (v. 3.28)^69^. Genes with counts per million of <0.23 (10/median library size) in at least 6 samples were removed. 

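The sentence on the filter can be read as keeping genes that reach 0.23 CPM in at least 6 mice, which kept 15054 genes and was used here, or as removing every gene that is below it in at least 6 mice, which kept 14013. All Fig. 5c genes tested and all 20 genes of Supplementary Table 2 and Supplementary Fig. 9c passed under both readings. In the deposited tables, 0.23 CPM equals 3.15 counts at the median total count, and 10 counts equal 0.731 CPM. With 0.731 CPM in at least 6 mice, a level chosen after the tables were seen, 13542 genes were kept.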

Weighted likelihoods were calculated and differential expression analysis performed in limma (v. 3.42)^70^. Resulting *P* values were adjusted for multiple comparisons by Benjamini–Hochberg method. Pathway analysis and gene set enrichment analysis were performed in GSEA (v. 4.1.0)^71^ for each pairwise comparison using 1000 permutations and otherwise default parameters. Annotated gene sets tested were from the MSigDB using Broad Institute-hosted mouse annotations^72^.

### Statistical analysis

Prism version 8.02 (GraphPad Software Inc.) was used to perform statistical analyses and plot data. Distribution normality was tested using D’Agostino–Pearson test. Unless otherwise stated, a *P* < 0.05 (95% confidence) was considered statistically significant. For comparisons of two experimental groups, a two-tailed, unpaired Student’s *t* test was used. For comparisons of three or more experimental groups, a repeated-measures one-way analysis of equal variance with Tukey post hoc test of means was used. For statistical comparisons for differences between pre-RT and post-RT QRS intervals in ENCORE-VT patients, a two-tailed Wilcoxon matched-pairs signed-rank test was performed. For all data representation, the *P* value, number of biological replicates, and statistical test used are reported in corresponding figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All the data supporting the findings from this study are available within the manuscript and its Supplementary Information. Transcriptomic data that support the findings of this study have been deposited with GEO under accession number GSE153981. Annotated gene sets were obtained from the Molecular Signatures Database (MSigDB) (https://www.gsea-msigdb.org/gsea/msigdb/genesets.jsp?collection=H). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cardiac radiotherapy induces electrical conduction reprogramming in the absence of transmural fibrosis
**Source:** Nat Commun. 2021 Sep 24;12:5558. doi: 10.1038/s41467-021-25730-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information file for:

**Cardiac radiotherapy induces electrical conduction reprogramming in the absence of transmural fibrosis**

David M. Zhang<sup>1,2</sup>, Rachita Navara<sup>1,2</sup>, Tiankai Yin<sup>2</sup>, Jeffrey Szymanski<sup>3</sup>, Uri Goldsztejn<sup>2,4</sup>, Camryn Kenkel<sup>2,4</sup>, Adam Lang<sup>5</sup>, Cedric Mpoy<sup>3</sup>, Catherine E. Lipovsky<sup>2,6</sup>, Yun Qiao<sup>2,4</sup>, Stephanie Hicks<sup>2</sup>, Gang Li<sup>2,4</sup>, Kaitlin M.S. Moore<sup>1,2</sup>, Carmen Bergom<sup>1,3</sup>, Buck E. Rogers<sup>3</sup>, Clifford G. Robinson<sup>1,2,3</sup>, Phillip S. Cuculich<sup>1,2,3</sup>, Julie K. Schwarz<sup>1,3</sup>, Stacey L. Rentschler<sup>\*1,2,4,6</sup>

Washington University in St. Louis, School of Medicine

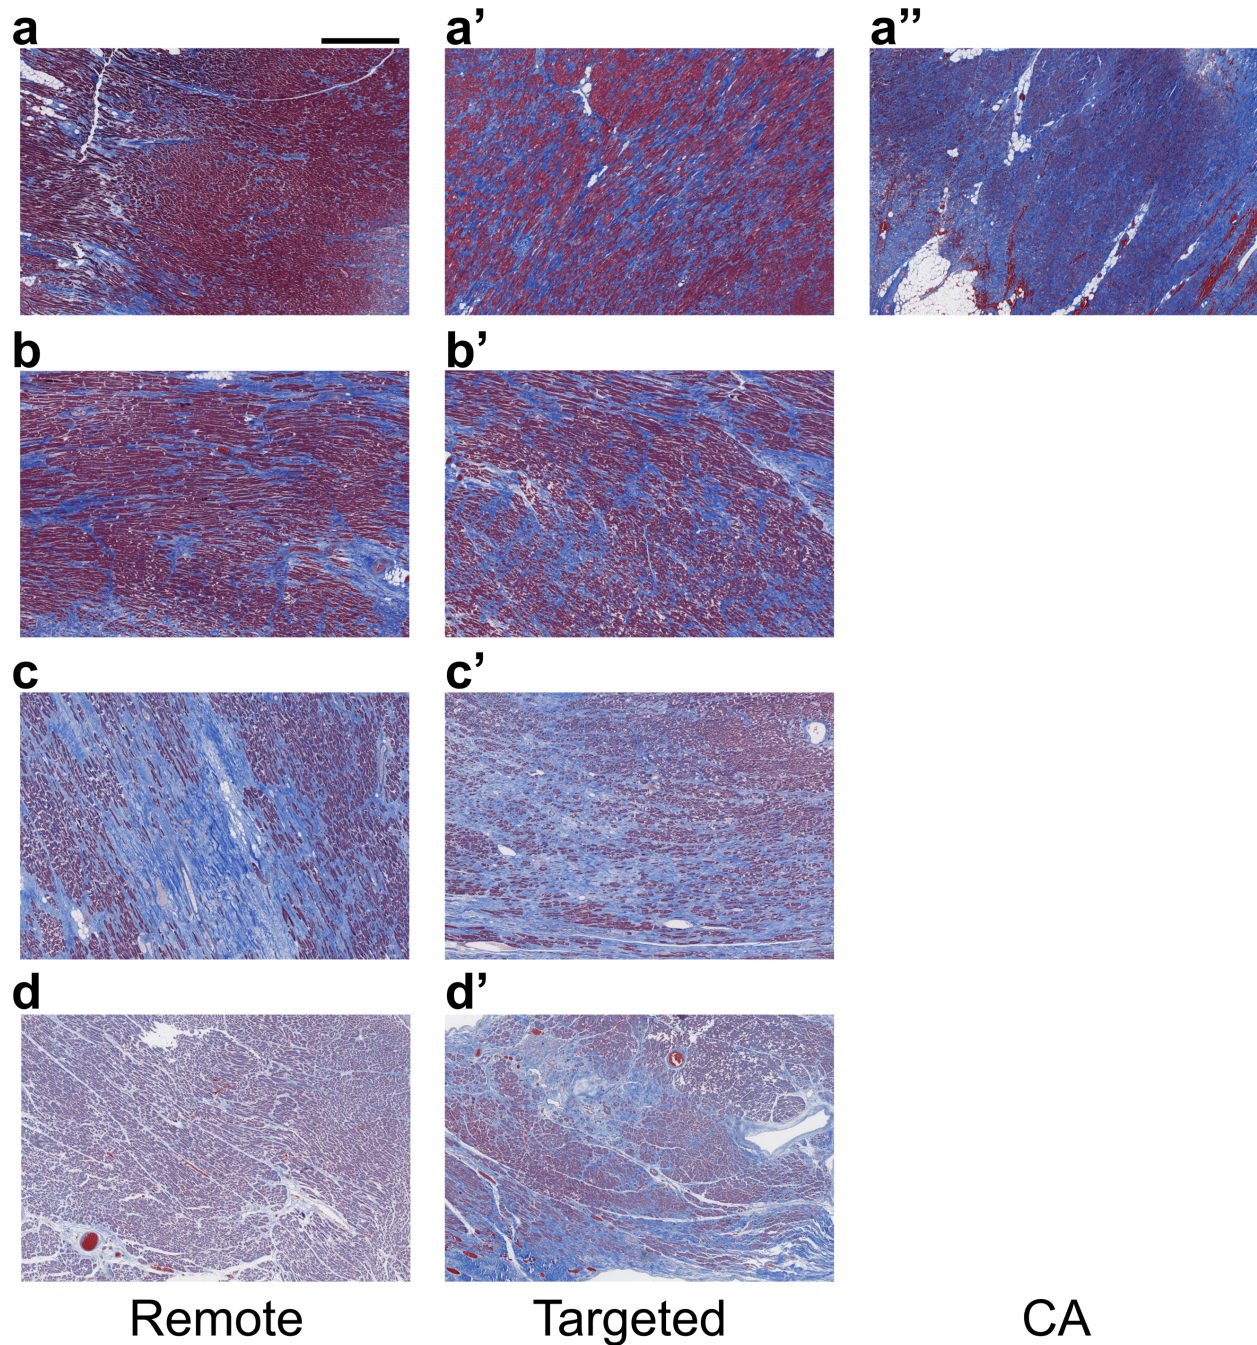

**Supplementary Fig. 1. Cardiac RT does not create catheter ablation-like scar.** Left column: Nontargeted regions of cardiac RT patient hearts. Middle column: targeted regions of hearts that received 25 Gy ionizing radiation in the same patients for treatment of VT. (**a, a', a''**) Representative trichrome images from remote, IR-targeted, and radiofrequency ablation regions of Patient A's explanted heart, respectively. Patient A received heart transplant 478 days after

RT treatment and previously underwent failed radiofrequency CA. **(b, b')** Representative trichrome images from remote and IR-targeted regions of Patient B's postmortem heart, respectively. Patient B expired 251 days after RT, and heart failure progression is suspected as the cause of death. **(c, c')** Representative trichrome images of remote and IR-targeted regions of Patient C's postmortem heart. Patient C expired 209 days after RT, and the cause of death was chronic amiodarone-induced pulmonary fibrosis. **(d, d')** Representative images of targeted and nontargeted regions of Patient D's postmortem heart. Patient D expired 17 days after therapy due to an acute ischemic stroke. Scale bars = 1 mm.

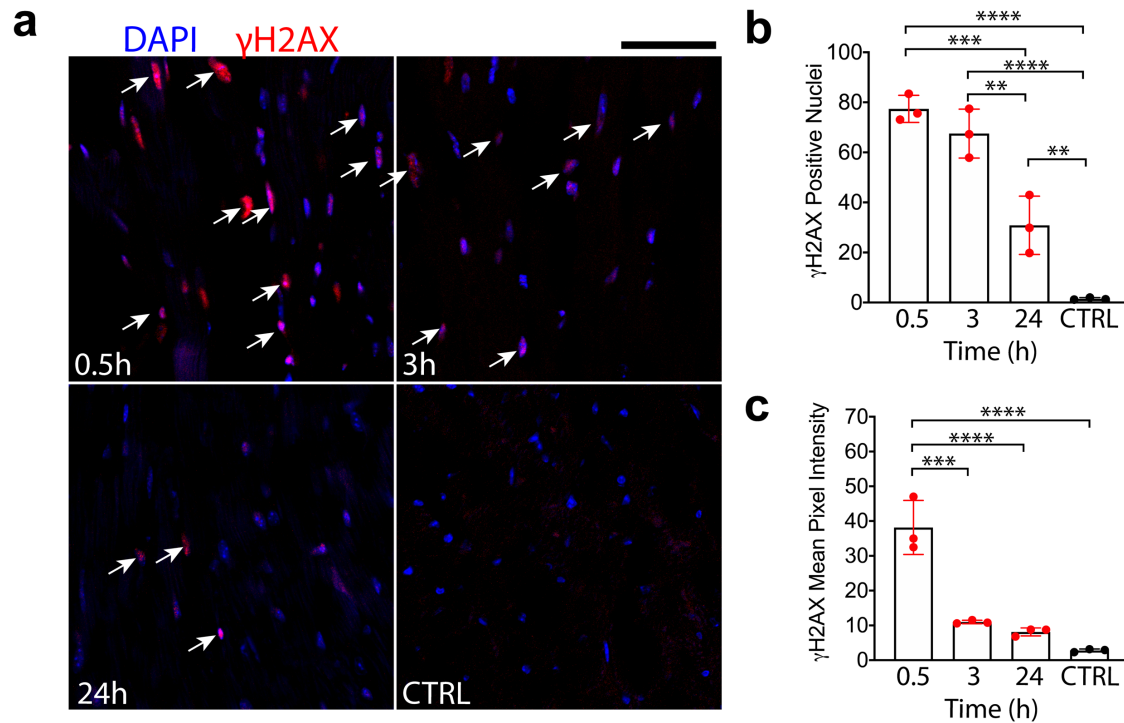

**Supplementary Fig. 2. The adult mammalian heart rapidly recovers from radiation-induced DNA damage as detected by  $\gamma$ H2AX.** (a) Immunostaining of hearts for  $\gamma$ H2AX (red) and DAPI (blue) after 25 Gy ionizing radiation at 0.5h, 3h, and 24h post-IR, or sham control. Dual-positive nuclei are highlighted with white arrows. (b) Quantification of percent  $\gamma$ H2AX-positive nuclei in each irradiated (red) or control (black) condition.  $n = 3$  biologically independent specimens per condition;  $**P = 0.0023$  (3h vs 24h) and  $0.0091$  (24h vs CTRL);  $***P = 0.0005$  (0.5h vs 24h);  $****P < 0.0001$  (0.5h vs CTRL and 3h vs CTRL). (c) Quantification of mean  $\gamma$ H2AX-foci intensity in each irradiated (red) or control (black) condition. ( $n = 3$  biologically independent sample per condition);  $***P = 0.0001$  (0.5h vs 3h);  $****P < 0.0001$  (0.5h vs 24h and 0.5h vs CTRL). All images were taken with the same microscope settings. Scale bars = 50  $\mu$ m. Statistical analysis consisted of a one-way ANOVA followed by one-sided Tukey post-hoc test of multiple comparisons. All bar graphs are represented as mean  $\pm$  SD. Source data are provided as a Source Data file.

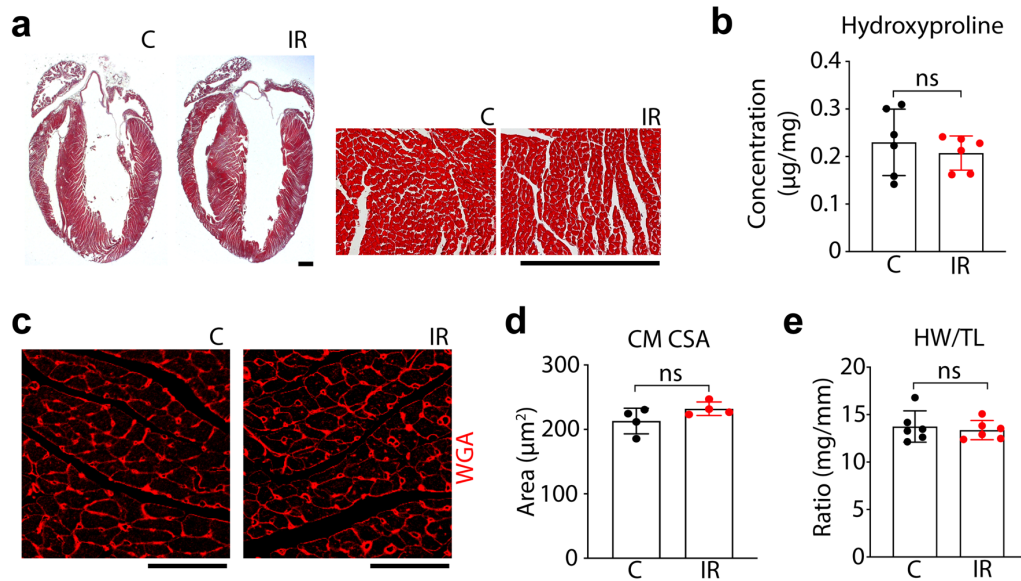

**Supplementary Fig. 3. Cardiac RT does not affect gross cardiac morphology at 6 weeks**

**post-IR. (a)** Two magnifications of Masson's trichrome stains of control and IR mouse hearts at 6 weeks post-IR. Scale bars = 500 μm. Experiment was replicated three times in biologically independent mice and produced similar results. **(b)** Hydroxyproline content of control and IR hearts after 6 weeks ( $n = 6$  biologically independent samples per condition;  $P = 0.50$ ). **(c)** Representative WGA staining of control (left) and IR mouse (right) hearts at 6 weeks post-IR. Scale bars = 100 μm. Experiment was replicated four times in biologically independent mice and produced similar results. **(d)** Quantification of cardiomyocyte cross sectional area at 6 weeks post-IR reveals no difference ( $n = 4$  biologically independent specimens per condition;  $P = 0.14$ ). **(e)** Heart weight to tibia length ratios at 6 weeks post-IR ( $n = 6$  biologically independent samples per condition;  $P = 0.63$ ).  $P$  values determined by two-way unpaired  $t$ -test. All bar graphs are represented as mean  $\pm$  SD. Source data are provided as a Source Data file.

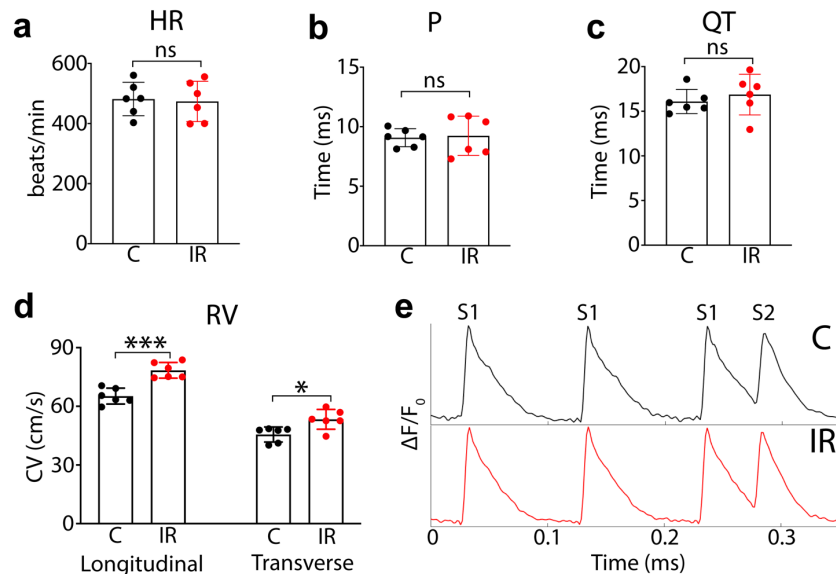

**Supplementary Fig. 4. Cardiac IR increases cardiac conduction in mice without affecting repolarization or other rhythm parameters.** (a to c) Heart rate (HR,  $P = 0.82$ ), P interval ( $P = 0.83$ ), and QT interval ( $P = 0.49$ ) of control versus IR mouse hearts at 6 weeks post-IR as measured by ECG reveal no differences ( $n = 6$  biologically independent samples per condition). (d) Right-ventricular conduction velocities of control versus irradiated mouse hearts at 6 weeks post-IR ( $n = 6$  biologically independent samples per condition; \*\*\* $P = 0.00022$ ; \* $P = 0.014$ ), demonstrate similar conduction increases as seen in the left ventricle. (e) Representative optical action potentials from control (top) and IR (right) during S1-S2 ventricular stimulation. Representative S1-S2 cycle lengths for each mouse was within 5 ms of recorded ventricular effective refractory periods.  $P$  values determined by two-way unpaired  $t$ -test. All bar graphs are represented as mean  $\pm$  SD. Source data are provided as a Source Data file.

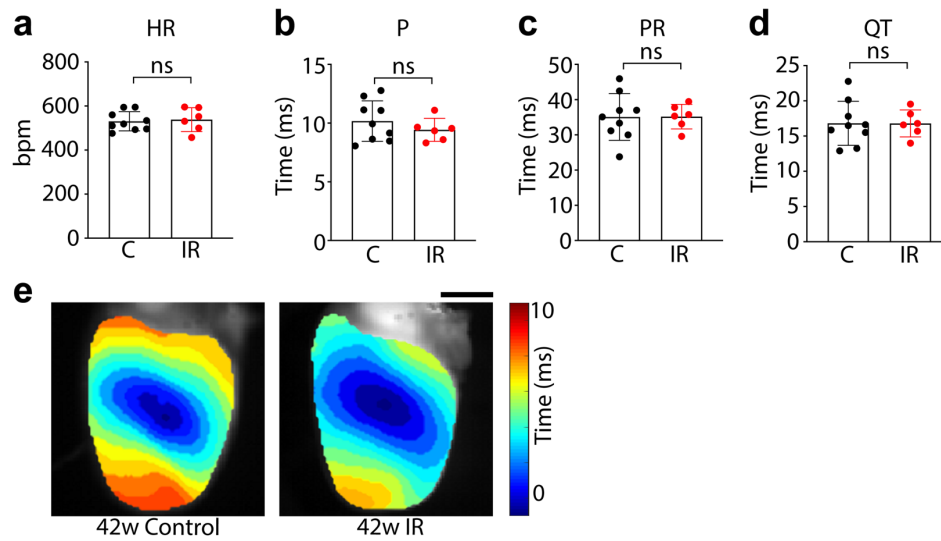

**Supplementary Fig. 5. Cardiac IR persistently increases conduction and shortens the QRS interval without affecting other ECG parameters.** (a to d) Heart rate (HR,  $P = 0.77$ ), P interval ( $P = 0.36$ ), PR interval ( $P = 0.97$ ), and QT interval ( $P = 0.99$ ) of control ( $n = 9$  biologically independent animals) versus irradiated ( $n = 6$  biologically independent animals) mouse hearts at 6 weeks post-IR as measured by ECG. (e) Representative ventricular activation maps from control (left) and IR (right) mice 42 weeks post-IR. Scale bars = 3 mm.  $P$  values determined by two-way unpaired  $t$ -test. All bar graphs are represented as mean  $\pm$  SD. Source data are provided as a Source Data file.

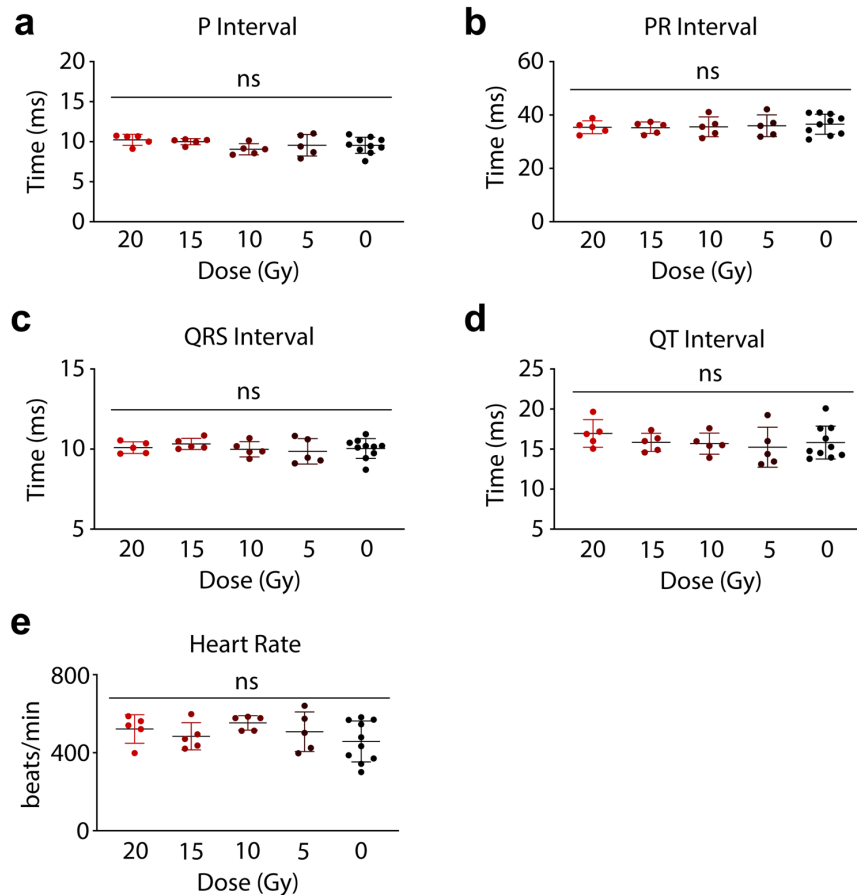

**Supplementary Fig. 6. Baseline murine ECG intervals are comparable across treatment**

**conditions.** Baseline ECG intervals prior to dose-dependent treatment. **(a)** P interval ( $P = 0.31$ ), **(b)** PR interval ( $P = 0.95$ ), **(c)** QRS interval ( $P = 0.69$ ), **(d)** QT interval ( $P = 0.85$ ), and **(e)** heart rate (HR,  $P = 0.34$ ) at 6 weeks post IR ( $n = 5$  biologically independent animals per IR condition;  $n = 10$  biologically independent 0 Gy control animals). Nonsignificant statistics determined by ordinary one-way ANOVA. All bar graphs are represented as mean  $\pm$  SD. Source data are provided as a Source Data file.

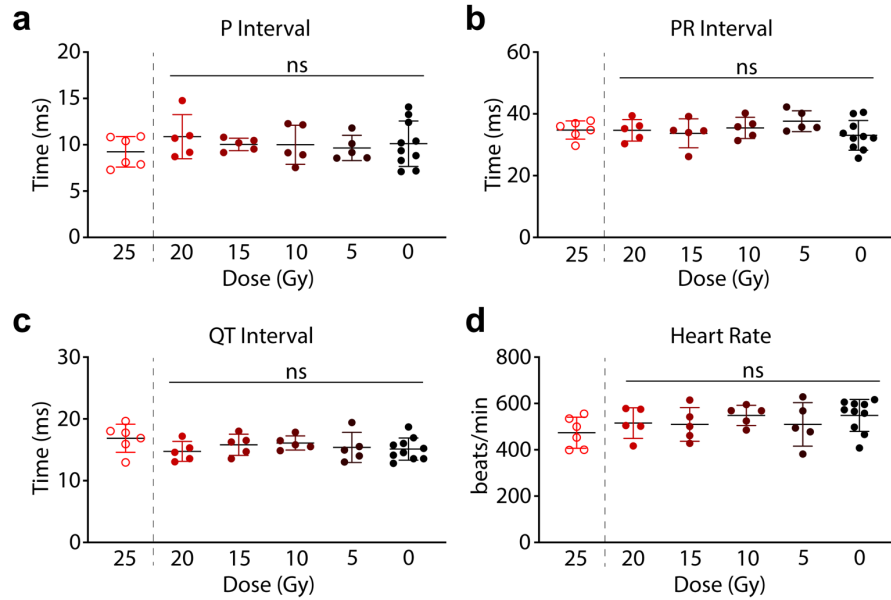

**Supplementary Fig. 7. Dose-dependent effects of radiation on murine ECG intervals. (a-d)**

Dose-dependent effects of radiation on **(a)** P interval ( $P = 0.91$ ), **(b)** PR interval ( $P = 0.38$ ), **(c)** QT interval ( $P = 0.75$ ), and **(d)** heart rate (HR,  $P = 0.72$ ) at 6 weeks post IR ( $n = 5$  biologically independent animals per IR condition;  $n = 10$  biologically independent 0 Gy control animals). Values from an earlier twenty-five Gy cohort are plotted for reference (left, open circles, from Supplementary Fig. 4.) and were not used in statistical comparisons. Nonsignificant statistics determined by ordinary one-way ANOVA. All bar graphs are represented as mean  $\pm$  SD. Source data are provided as a Source Data file.

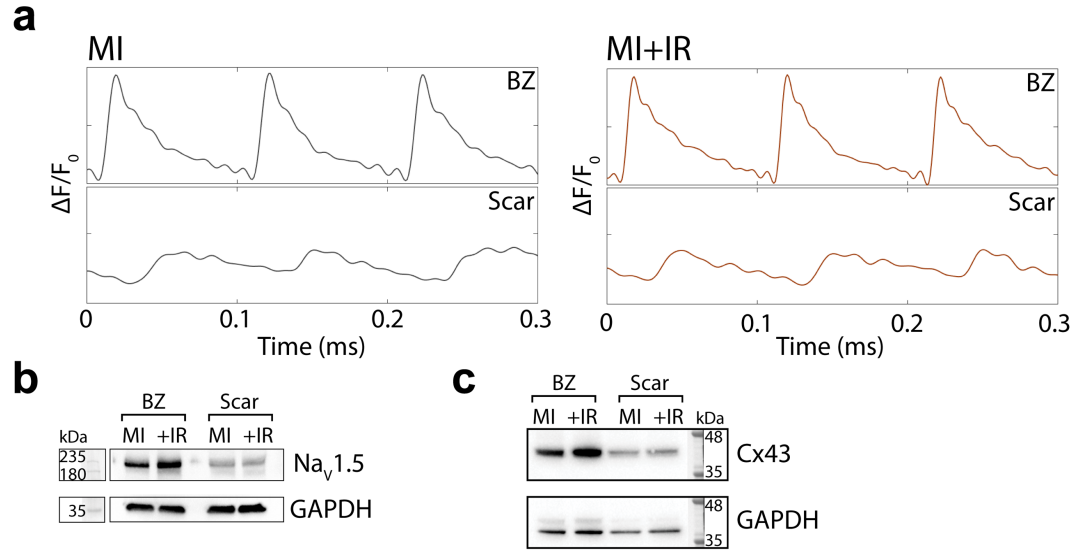

**Supplementary Fig. 8. Cardiac RT in a murine model of large myocardial infarction. (a)** Representative OAPs from MI (left) and MI+IR (right) hearts in BZ myocardium (top) and scar regions (bottom) during S1 ventricular stimulation. Optical signal from BZ exhibit OAPs with large-magnitude, fast depolarization and slow repolarization, while scar regions exhibit small electrostatic deflections, and low peak optical voltage (<50% BZ peak optical voltage), due to isodepolarization of nearby BZ myocardium. **(b and c)** Representative Western blots comparing Nav1.5 and Cx43 protein in border zone versus scar zone myocardium in MI and MI+IR murine hearts demonstrating less conduction proteins in scar compared to BZ. Western blot experiments were replicated three times in biologically independent samples and produced similar results.

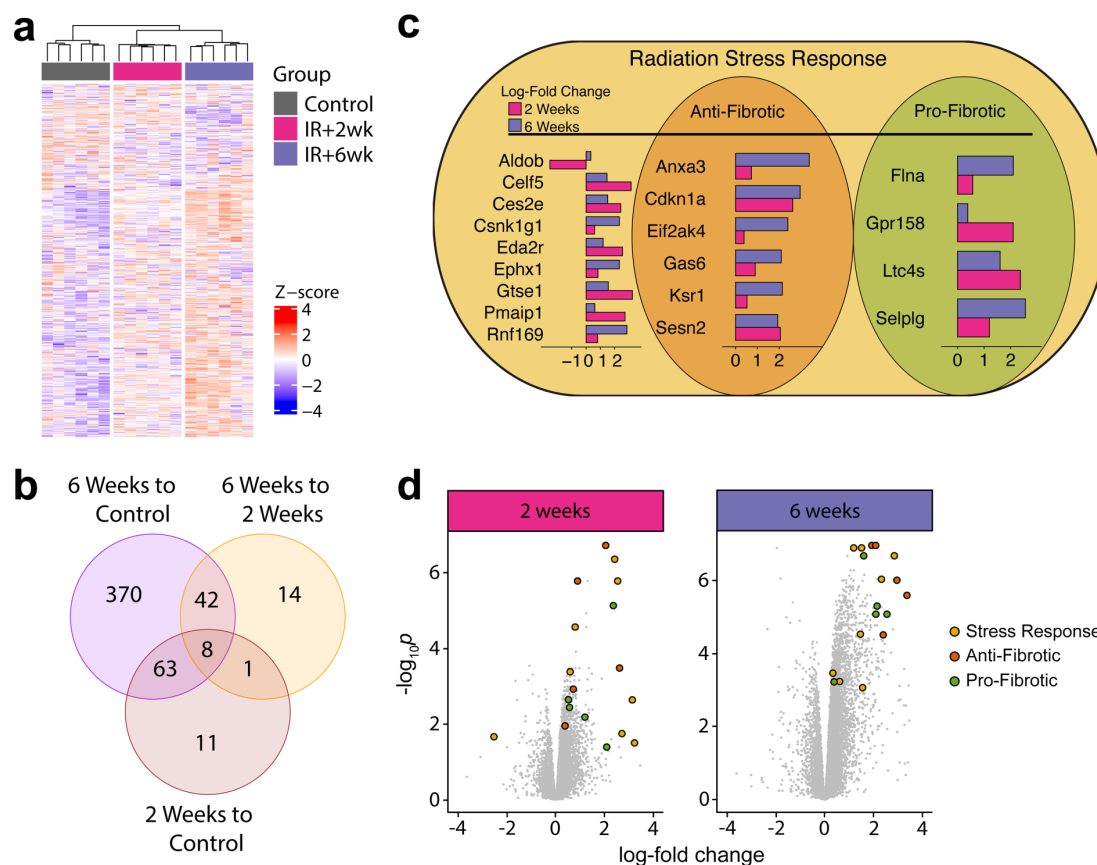

**Supplementary Fig. 9. Post-IR states are differentiated by gene expression changes. (a)**

Heat map of all 509 differentially expressed genes at 2 weeks and 6 weeks post-IR. 

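The first principal component of the 15054 genes tested, which held 22.8% of the variance of log2 CPM, ordered the mice by group. Scores lay between −53.6 and −10.1 in controls, between −8.40 and 6.98 at 2 weeks post-IR and between 20.5 and 44.4 at 6 weeks.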

Samples are grouped by hierarchical clustering of gene states. **(b)** Venn-diagram of differentially-expressed genes at 2 weeks and 6 weeks post-IR across all comparisons. 

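Of the 136 genes that passed both thresholds between controls and 2 weeks post-IR, 118 (86.8%) also passed between controls and 6 weeks, and 122 had an adjusted P under 0.05 in the same direction at 6 weeks. All 136 had the same sign at both times, and 99 had the larger absolute change at 6 weeks. Both comparisons share the same control mice, which alone favors equal signs and a positive correlation. No reference value for this was computed. How far the equal signs and the correlation below reflect a shared response is therefore open. By the direct comparison of the time points, 30 of the 136 were further from control at 6 weeks with an adjusted P under 0.05, and 4 were nearer to it. Of the 778 genes that passed at 6 weeks but not at 2 weeks, 751 had the same sign at 2 weeks. Across the 936 genes that passed in any comparison, log2 fold changes at the time points had a Spearman rho of 0.703 (a correlation across genes, which are not independent replicates). By region, 642 genes passed only between controls and 6 weeks, 105 in both comparisons with controls, 136 at 6 weeks against each of the other groups, 17 only at 2 weeks, 22 only between the time points, and 13 in all comparisons.

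**Figure D4:**
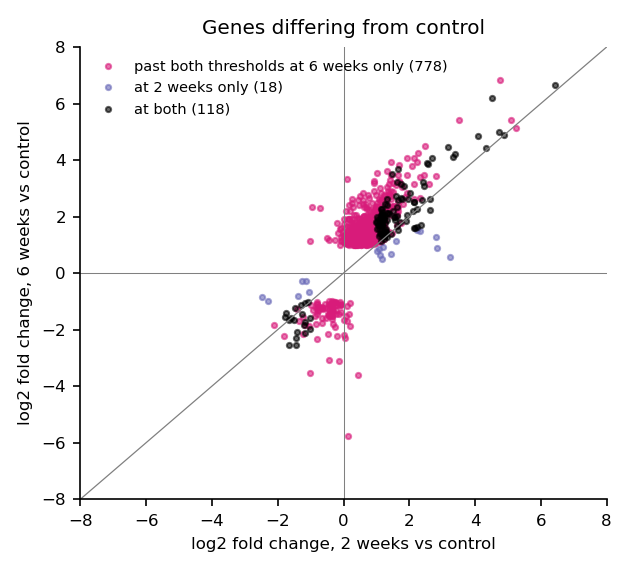
Log2 fold change against control at 2 weeks (horizontal axis) and 6 weeks post-IR (vertical axis) of each gene past both thresholds at either time, with the line of equal change. The 118 genes that passed at both times have the same sign at both, and most of the 778 that passed at 6 weeks only lie further from 0 at 6 weeks.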

Gene expression changes present at 2 weeks tended to remain present at 6 weeks, and greatest number of expression changes were observed comparing control and 6-week time points. **(c)** Log-fold expression changes in radiation stress response genes. Genes are grouped by their potential pro- and anti-fibrotic activity based on prior publications (Supplementary Table 2). **(d)** Volcano plots showing fold-change and significance for all genes. 

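Supplementary Fig. 9c places 9 genes under stress response, 6 under anti-fibrotic and 4 under pro-fibrotic activity. Of the stress response genes, 8 were higher than in controls at both times, with log2 fold changes up to 3.39 at 2 weeks and 4.21 at 6 weeks, both for Gtse1. All 6 anti-fibrotic genes were higher, between 0.31 and 2.43 at 2 weeks and between 0.35 and 3.09 at 6 weeks, and each had an adjusted P under 0.05 at both times. All 4 pro-fibrotic genes were higher, between 0.47 and 2.23 at 2 weeks and between 0.28 and 1.72 at 6 weeks, and 3 of them had an adjusted P under 0.05 at each time. The exception was Gpr158, with 1.79 ± 1.66 CPM in controls, 3.81 ± 1.61 at 2 weeks and 2.28 ± 0.983 at 6 weeks (SD, n = 6; adjusted P = 0.237 and adjusted P = 0.748).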

Stress response genes from panel (c) are highlighted.

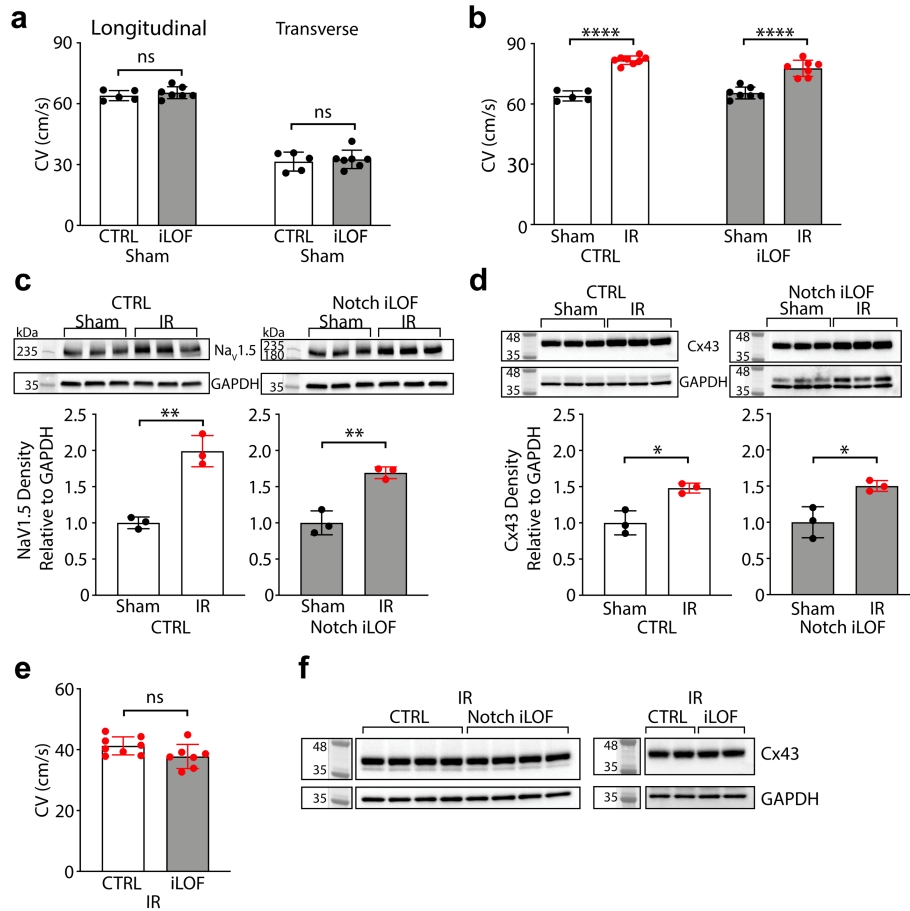

**Supplementary Fig. 10 Loss of cardiomyocyte Notch signaling partially rescues radiation-induced electrical reprogramming.** **(a)** Conduction velocities of nonirradiated (sham) littermate control (CTRL, white bar,  $n = 5$  biologically independent animals) and Notch iLOF (grey bar,  $n = 7$  biologically independent animals) hearts reveal no baseline difference in conduction (Longitudinal  $P = 0.38$ ; Transverse  $P = 0.69$ ). **(b)** Longitudinal conduction velocities in sham (black points) versus IR (red dots) CTRL (sham,  $n = 5$  biologically independent animals; IR,  $n = 8$  biologically independent animals; \*\*\*\* $P < 0.0001$ ) and Notch iLOF (sham,  $n = 7$  biologically independent mice, versus IR,  $n = 7$  biologically independent mice, \*\*\*\* $P < 0.0001$ ) mice. Values from Figure 7b and Supplementary Figure 10a have been replotted for sham versus IR comparisons. **(c)** Nav1.5 in CTRL and Notch iLOF mice in the presence and

absence of radiation ( $n = 3$  biologically independent samples per condition; CTRL  $**P = 0.0017$ ; iLOF  $**P = 0.0028$ ). **(d)** Cx43 in CTRL and Notch iLOF mice in the presence and absence of radiation ( $n = 3$  biologically independent samples per condition; CTRL,  $*P = 0.010$ ; iLOF  $*P = 0.019$ ). **(e)** Transverse conduction velocity measurements of CTRL ( $n = 8$  biologically independent animals) and Notch iLOF ( $n = 7$  biologically independent animals) hearts at 6 weeks post-IR ( $P = 0.072$ ). **(f)** Full Western blots of  $n = 6$  biologically independent samples for Cx43 values plotted in Figure 7d. All  $P$  values determined by two-way unpaired  $t$  test. All bar graphs are represented as mean  $\pm$  SD. Source data are provided as a Source Data file.

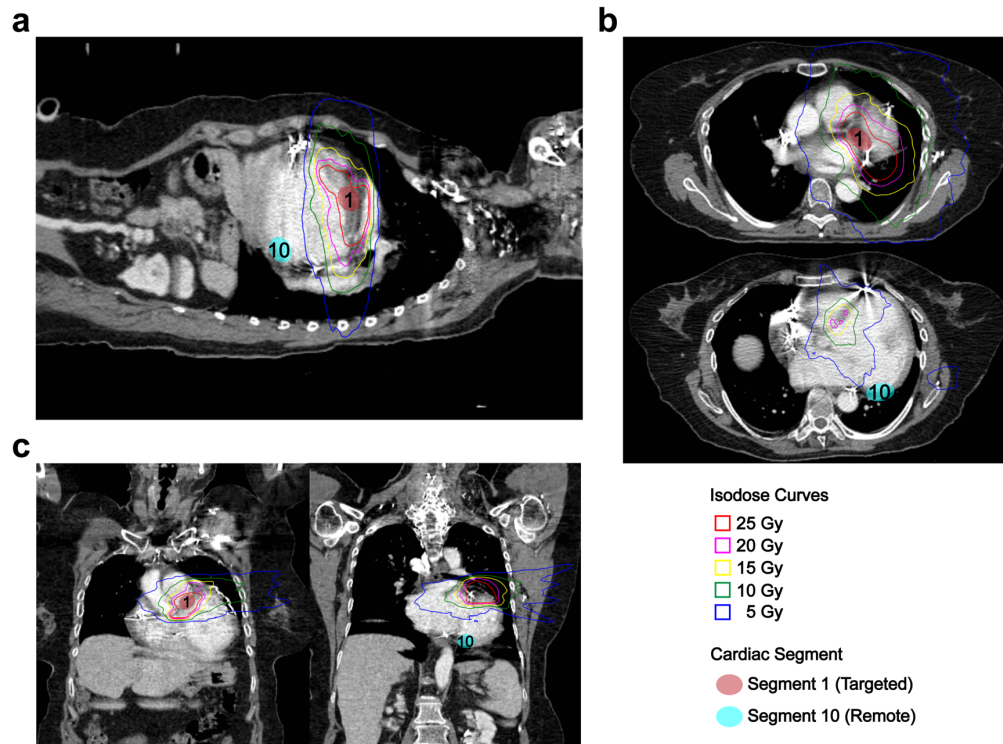

**Supplementary Fig. 11. Remote, nontargeted heart specimens collected from cardiac RT patients received minimal radiation exposure. (a-c)** Orthogonal views of Patient F's radiation treatment plan overlaid with isodose curves. The anterior basal LV, corresponding to Segment 1, was previously treated with 25 Gy and collected at time of explant; the posterior mid-LV, corresponding to Segment 10, was collected as a remote, nontargeted control. Segment 1 was within the 25 Gy isodose line (red), while Segment 10 was outside of the 5 Gy isodose line (blue).

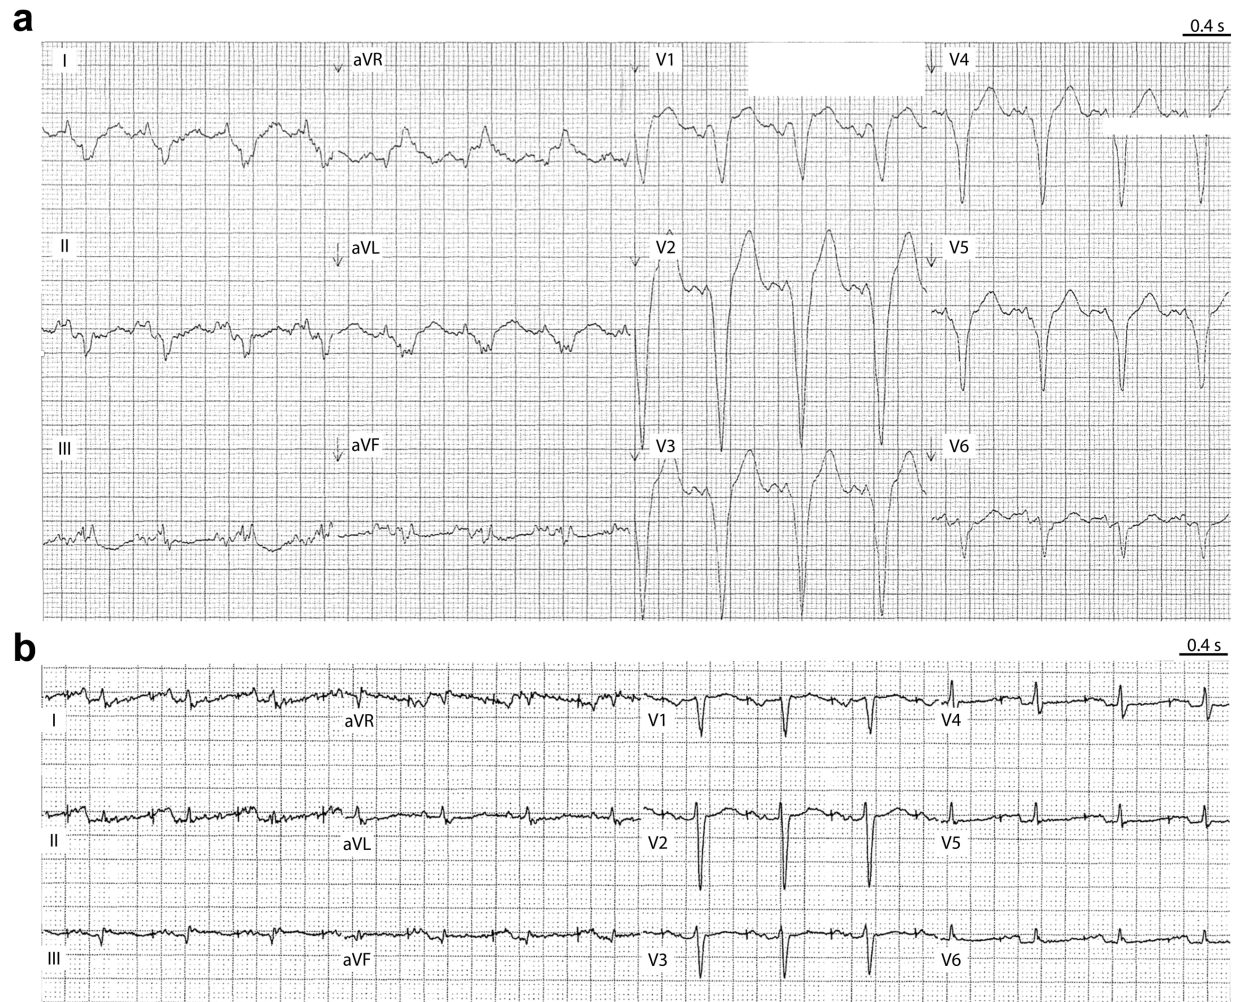

**Supplementary Fig. 12. QRS shortening in Patient H after cardiac RT. (a)** Twelve-lead surface ECG recorded from a Patient H at the time of RT treatment, showing a widened QRS (182 ms). **(b)** Twelve-lead surface ECG recorded from Patient H after 6 weeks post-RT, showing a shortened QRS (106 ms).

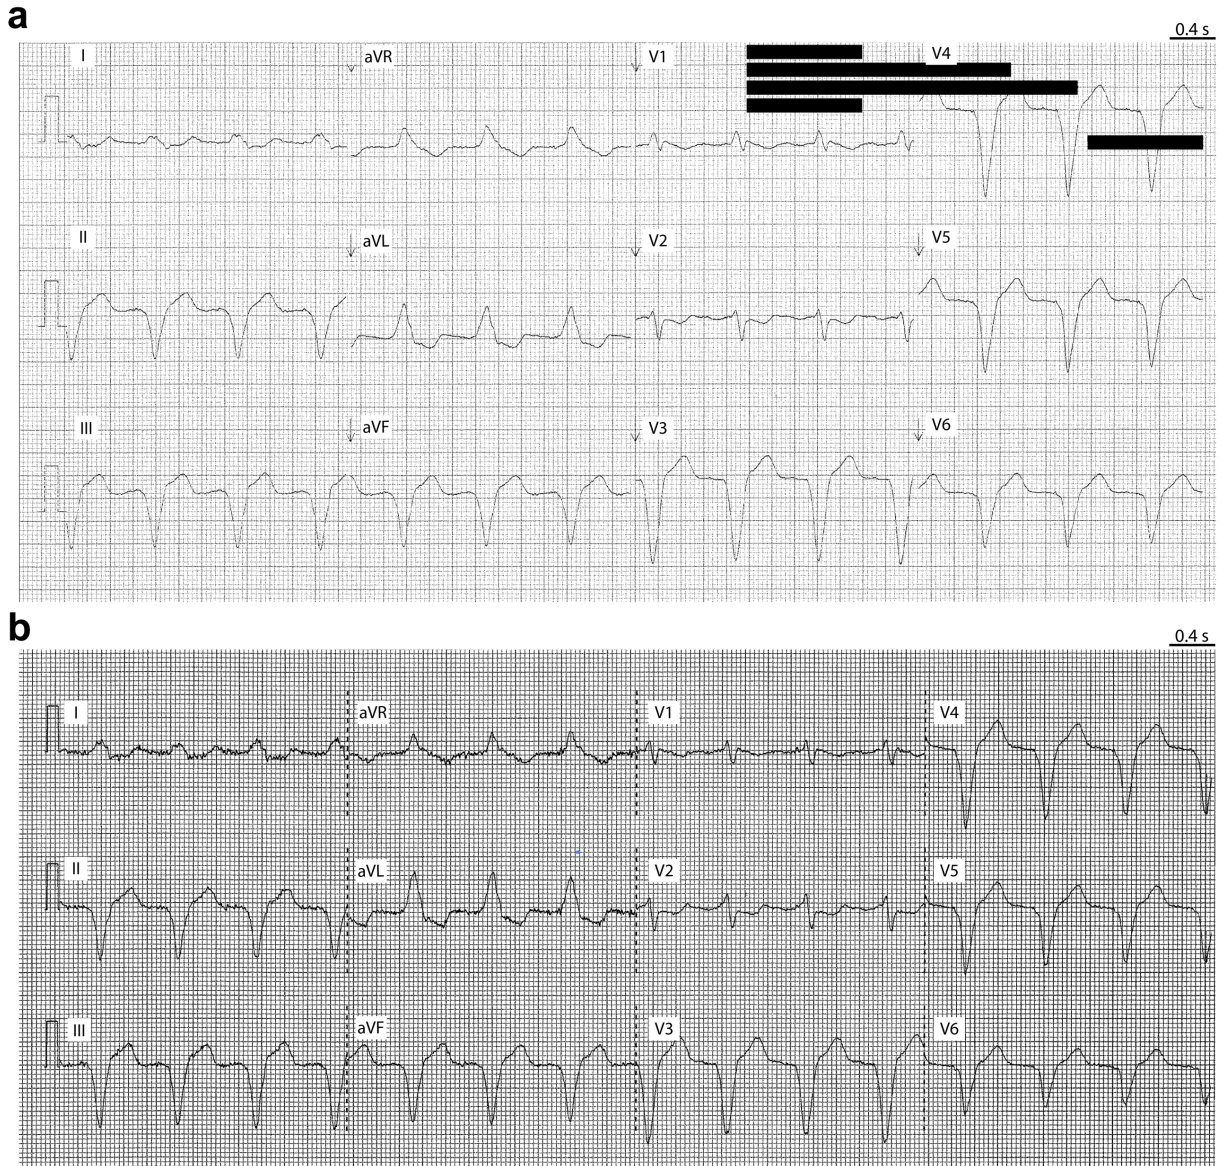

**Supplementary Fig. 13. QRS shortening in Patient I after cardiac RT. (a)** Twelve-lead surface ECG recorded from Patient I at the time of treatment, showing a QRS of 210 ms. **(b)** Twelve-lead surface ECG recorded from Patient I 6 weeks post-RT, showing a QRS of 185 ms.

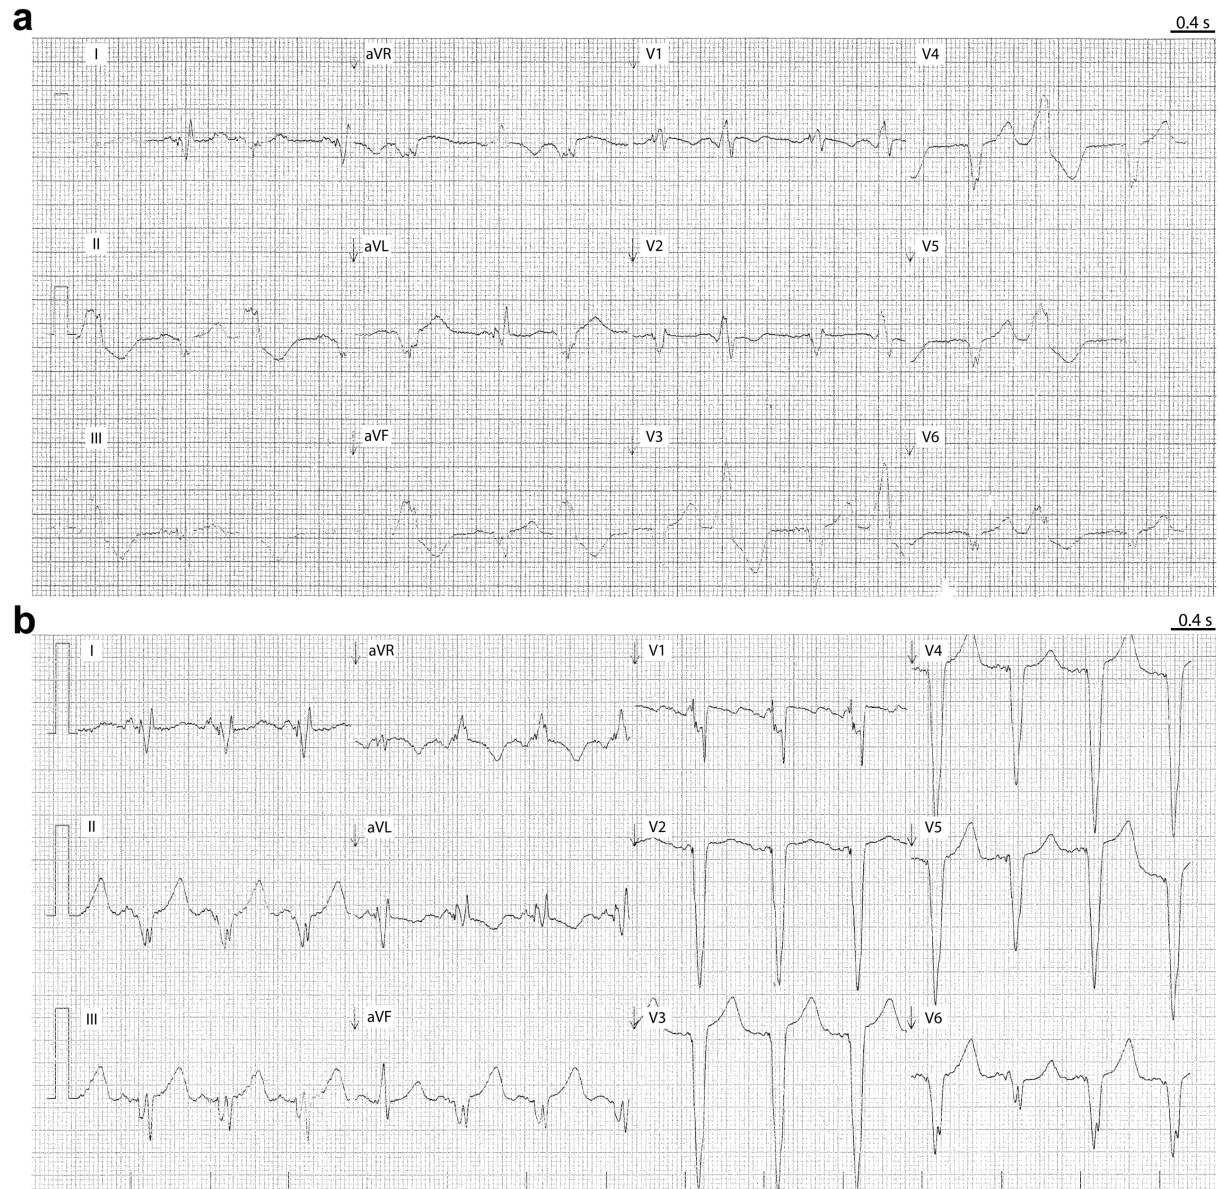

**Supplementary Fig. 14. QRS shortening in Patient J after cardiac RT. (a)** Twelve-lead surface ECG recorded from RT Patient J at the time of treatment, showing ventricular bigeminy and a QRS of 170 ms. **(b)** Twelve-lead surface ECG recorded from Patient J after 3 months post-RT, showing resolution of bigeminy and a shortened QRS of 145 ms.

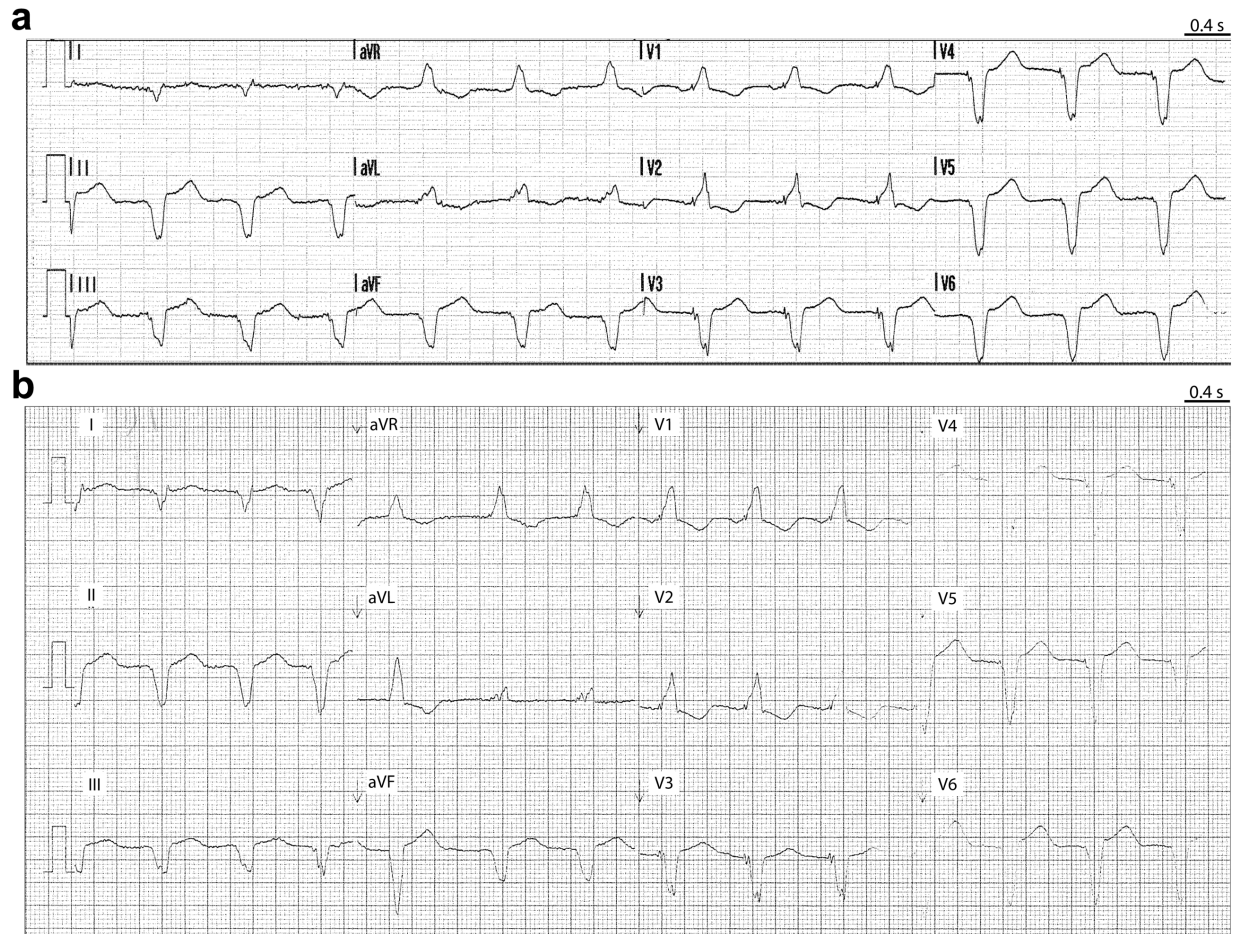

**Supplementary Fig. 15. QRS intervals in Patient B after cardiac RT.** (a) Twelve-lead surface ECG recorded from RT Patient B at the time of treatment, showing a baseline QRS of 180 ms. (b) Twelve-lead surface ECG recorded from Patient B at 6 weeks post-RT, showing a similar QRS of 175 ms.

| Variable                  | Patients A-J     |
|---------------------------|------------------|
| Median Age (year) [Range] | 66 [49-84]       |
| Sex (n)                   |                  |
| Female                    | 2                |
| Male                      | 8                |
| NYHA Class (n)            |                  |
| I (1)                     | 1                |
| III (7)                   | 7                |
| IV (2)                    | 2                |
| Cardiomyopathy (n)        |                  |
| ICM                       | 4                |
| NICM*                     | 8                |
| Median BMI [Range]        | 31.7 [23.8-48.6] |
| Comorbidities (n)         |                  |
| CHF                       | 9                |
| COPD                      | 1                |
| CKD                       | 2                |
| CVA                       | 2                |
| DM                        | 4                |
| HD                        | 1                |
| MI                        | 4                |
| Median AADs [Range]       | 2 [1-2]          |
| Median Prior CAs [Range]  | 2 [0-3]          |

**Supplementary Table 1.** Summary of the clinical information of cardiac RT Patients A through J included in the present study. NYHA = New York Heart Association heart failure classification; ICM = ischemic cardiomyopathy; NICM = nonischemic cardiomyopathy; BMI = body mass index; CHF = congestive heart failure; COPD = chronic obstructive pulmonary disease; CKD = chronic kidney disease; CVA = cerebrovascular accident; HD = hepatic disease; DM = diabetes mellitus; MI = myocardial infarction; AAD = anti-arrhythmic drug; CA = catheter ablation

\*Includes 2 patients with NICM prior to MI

| Gene    | Role in Radiation Stress                     | Citation DOI                  | Role in Fibrosis              | Fibrosis Citation DOI           |
|---------|----------------------------------------------|-------------------------------|-------------------------------|---------------------------------|
| Aldob   | Suppresses G6PD activity in complex with p53 | 10.1038/s43018-020-0086-7     | NA                            | NA                              |
| Anxa3   | Activates JNK                                | 10.1016/j.stemcr.2015.05.013  | Inhibits PI3K/Akt             | 10.1002/jcp.27717               |
| Ccl8    | NA                                           | NA                            | NA                            | NA                              |
| Cdkn1a  | Anti-proliferative p53 target                | 10.1158/0008-5472.CAN-04-3995 | Blocks angiotensin II         | 10.1016/j.peptides.2016.07.003  |
| Celf5   | p53 target                                   |                               | NA                            | NA                              |
| Ces2e   | p53 target                                   | 10.1016/j.ebiom.2017.05.017   | NA                            | NA                              |
| Csnk1g1 | Inhibits p53 phosphorylation                 | 10.1186/1476-4598-13-231      | NA                            | NA                              |
| Eda2r   | p53 target, binds extodysplasin EDA-A2       | 10.1126/science.290.5491.523  | NA                            | NA                              |
| Eif2ak4 | Induces p21 expression                       | 10.1371/journal.pgen.1005212  | Reduces collagen deposition   | 10.1161/JAHA.116.004453         |
| Ephx1   | NA                                           | NA                            | NA                            | NA                              |
| Flna    | BRCA scaffold                                | 10.1530/ERC-13-0364jk         | ECM production                | 10.1536/ihj.17-446              |
| Gas6    | AXL ligand                                   | doi:10.1172/JCI85610          | Anti-apoptotic                | 10.1016/j.exger.2019.01.029     |
| Gpr158  | PI3K-AKT activation after DNA damage         | 10.1038/nrd3320               | Increases collagen deposition | 10.1161/CIRCGENETICS.114.000537 |

**Supplementary Table 2.** Top genes by adjusted P-value (limited to log-fold change >2) for comparisons of 2 weeks post-IR versus control and 6 weeks post-IR versus control and their roles in radiation stress and fibrosis.

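Supplementary Table 2 ranks genes by adjusted P after a limit on their fold change. Among all 15054 genes tested, with no such limit, Ces2e ranked 2, Eda2r 4, Gas6 10 and Cdkn1a 15 by adjusted P at 2 weeks post-IR. At 6 weeks, Eda2r ranked 6, Anxa3 17, Ces2e 21 and Cdkn1a 36. Ccl8 ranked 7760 at 2 weeks and 4783 at 6 weeks, and Gpr158 ranked 2969 and 11979. An absolute log2 fold change above 2 with an adjusted P under 0.05 was found for 31 genes at 2 weeks and 184 at 6 weeks. Among those, Cdkn1a ranked 7 and 10, Celf5 ranked 9 at 2 weeks and Eda2r ranked 4 and 5. Csnk1g1 rose by 0.50 at 2 weeks (SE 0.0731, adjusted P = 0.000762) and 0.59 at 6 weeks (SE 0.073, adjusted P = 1.65e-05). Gas6 rose by 0.78 (SE 0.0706, adjusted P = 1.71e-06) and 0.52 (SE 0.0704, adjusted P = 4.42e-05). Flna rose by 0.47 (SE 0.0969, adjusted P = 0.0097) and 0.76 (SE 0.0972, adjusted P = 2.28e-05).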

NA = not available; DOI = digital object identifier

| Target           | Forward Primer                 | Reverse Primer                 | Length (bp) |
|------------------|--------------------------------|--------------------------------|-------------|
| rtTA             | GGACGAGCTCCACTTAGACGGCGAGGACGT | TCTGCTCAAACCTCGAAGTCGGCCATATCC | 170         |
| tetO-NICD        | TTTTGACCTCCATAGAAGACACCGGGACCG | CTGACACTTTGAAACCCTCAGGGAACCAG  | 210         |
| Cre              | GCATTACCGGTCGATGCAACGAGTGATGAG | GAGTGAACGAACCTGGTCGAAATCAGTGCG | 408         |
| <i>R26r</i> -wt  | CAAAGTCGCTCTGAGTTGTTATCAGTAAGG | GGAGCGGGAGAAATGGATATGAAGTACTGG | 486         |
| <i>R26r</i> -mut | CAAAGTCGCTCTGAGTTGTTATCAGTAAGG | TCCAAGAGTACTGGAAAGACCGCGAAGAGT | 332         |

**Supplementary Table 3.** Primers and predicted product lengths of targets used for detection and genotyping of transgenic mice. rtTA = reverse tetracycline-controlled transactivator; tetO-NICD = tetracycline-On-Notch IntraCellular Domain; R26r-wt = wild-type ROSA26; R26r-mut = mutant ROSA26 expressing dnMAML.

# Supplementary material for: Cardiac radiotherapy induces electrical conduction reprogramming in the absence of transmural fibrosis
**Source:** Nat Commun. 2021 Sep 24;12:5558. doi: 10.1038/s41467-021-25730-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Libraries were sequenced with the Illumina NovaSeq S4. Murine ECGs were recorded using the commercially-available ECG software in LabChart (v.8.0, ADInstruments). Optical mapping data was collected through the MiCAM Ultimate software (v.2011.11, BrainVision LLC). All Western blot image collection was performed using Image Lab (v.6.0, Bio-Rad). Colorimetric data collection was performed using Gen5 software (v.2.0.4, Agilent BioTek).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data analysis   | Prism (v.8.02, GraphPad Software Inc.) was used to perform statistical analyses and plot data. Power calculations were performed using G*power (v.3.1.9).<br>RNA sequencing reads were aligned to the Mus musculus GRCm38.76 genome using STAR (v. 2.7.3a.), and alignment quality metrics were obtained from RNA-SeQC (v. 2.3.5). Transcript abundance was quantified in Salmon (v. 1.0), and downstream analysis utilizing previously-published algorithms (detailed in Methods) was performed in R (v. 3.6.3). Transcript abundance was summarized to gene counts using tximport (v. 3.10). Gene counts were scaled to library size using trimmed mean of M-value (TMM) normalization in EdgeR (v. 3.28). Weighted likelihoods were calculated and differential expression analysis performed in limma (v. 3.42). Pathway analysis and gene set enrichment analysis were performed in GSEA (v. 4.1.0).<br>Fibrosis quantification was performed in MATLAB (2017b, MathWorks) using previously-published methods (see Methods). ECG interval analysis was performed using the commercially-available ECG software in LabChart (v.8.0, ADInstruments). Optical mapping analysis was performed on MATLAB using open source Rhythm software (Rhythm2014b, <a href="http://efimovlab.org/research/resources/rhythm">http://efimovlab.org/research/resources/rhythm</a> ). All Western blot densitometry was performed using Image Lab (v.6.0, Bio-Rad). Colorimetric analysis was performed using Gen5 software (v.2.0.4 Agilent BioTek) and Excel (v.16.52, Microsoft). All murine immunohistochemistry quantification was performed using ImageJ (v.2.0.0, NIH). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All the data supporting the findings from this study are available within the manuscript and its supplementary information. Transcriptomic data that support the findings of this study have been deposited with GEO under accession number GSE153981 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153981>]. Annotated gene sets were obtained from the Molecular Signatures Database (MSigDB) [<https://www.gsea-msigdb.org/gsea/msigdb/genesets.jsp?collection=H>]. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size for each murine experimental cohort was based on a t-test to test for differences in conduction velocity or effective refractory period. A study with an effect size of 0.25 and a power of 80% required a minimum of n = 6 independent biological replicates per group, to test this difference at 5% significance using a two-tailed test. Both male and female littermates were used for all experiments. For experiments involving aged or surgery mice we overpowered these cohorts in anticipation of procedure-related death.

For Western blot on samples obtained from wild-type irradiated and iNICD mice, a study with an effect size of 0.80 and power of 80% required a minimum of n = 3 independent biological replicates per group to test this difference at 5% significance using a two-tailed test. In anticipation of a smaller effect size for partial rescue experiments in Notch iLOF experiments, a study was designed instead to test for an effect size of 0.25 and power of 80%, and these required a minimum of n = 6 independent biological replicates per group to test for differences at 5% significance using a two-tailed test. This sample size was subsequently used to power a test for differences in Cx43 expression in iNICD mice after a Referee commented that effect sizes appeared lower for Cx43 compared to Nav1.5.

For RNA sequencing, an n = 6 biologically independent samples per treatment condition was chosen to detect meaningful transcriptional changes in heart tissue based on previous publications.

In patients, sample size was determined by ENCORE-VT (see below), a single-arm Phase I/II clinical trial, in which 19 patients were enrolled. This sample size was initially chosen to demonstrate acute safety and preliminary efficacy of cardiac radiation therapy for refractory VT treatment as a Phase I/II trial. All patient specimens and samples were included, when available, due to scarcity of this resource.

### Data exclusions

No data was excluded in this study.

### Replication

For immunohistochemistry and micrographs shown, experiments were repeated a minimum of 3 times using biologically independent specimens (in murine studies) or 2 times in technically independent replicates on the same patient specimens (in human studies). All attempts at replication produced similar results.

Immunoblotting experiments were repeated to a minimum of 3 technical triplicates to replicate findings and all attempts at replication produced similar results.

Electrophysiologic experiments on irradiated healthy and infarcted wild-type mice at 6 weeks post-irradiation were each performed twice independently using biologically independent cohorts. All attempts at replication produced similar results. Long-term experiments (wild type 42-week and Notch iNICD/iLOF transgenic 12-52-week) were each performed once due to time.

### Randomization

For all murine experiments, male and female mice were randomized to treatment/non-treatment groups prior to experimental treatment. In patients, data was collected from a study designed as a single-arm Phase I/II clinical trial (ENCORE-VT, see below) to evaluate safety and preliminarily assess efficacy of radiation therapy for VT management; thus, all enrolled patients received treatment. Although single-arm studies are inherently limited by the lack of controls and randomization, patient-level data were restricted to paired, binary intra-patient comparisons (non-targeted versus targeted and/or pre-treatment versus post-treatment).

### Blinding

All investigators were blinded to sample treatment allocation during sample collection, data collection and analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>All primary antibodies used: Anti-Phospho-Histone H2AX (R&amp;D Systems AF2288, lot KNH1218111); Anti-Nav1.5 (Alomone Labs, 493-511, lot ASC005AN3002 and ASC005AN3702); Anti-Connexin43 (Invitrogen, 71-0700, lot PI209083); Anti-N-cadherin (Invitrogen, 33-3900, lot UC284646). ); Anti-GAPDH (Cell Signaling Technology 14C10, lot 14).</p> <p>Secondary antibodies used: Alexa 568 (Abcam ab175471, lot 1494753); Alexa 488 (Abcam ab150077, lot 3244688) and Alexa 488 (Abcam ab150121, lot 3201847), Anti-Rabbit HRP (Abcam ab6721, lot GR3321356).</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Validation      | <p>Anti-Phospho-Histone H2AX (R&amp;D Systems AF2288) validation was stated on the manufacturer's website and confirmed for IHC in Mus musculus as described previously [Jangi et al., SMN deficiency in severe models of spinal muscular atrophy causes widespread intron retention and DNA damage. PNAS, 2017;114(12):E2347-E2356] [Wang et al., BRCA1 intronic Alu elements drive gene rearrangements and PARP inhibitor resistance. Nature Communications, 2019;10:5661].</p> <p>Anti-Nav1.5 (Alomone Labs, 493-511) validation was stated on the manufacturer's website and confirmed for WB and IHC in Homo sapiens and Mus musculus as described previously [Salvarani et al., The K219T-Lamin mutation induces conduction defects through epigenetic inhibition of SCN5A in human cardiac laminopathy. Nature Communications, 2019;10:2267] [de la Roche et al., Comparing human iPSC-cardiomyocytes versus HEK293T cells unveils disease-causing effects of Brugada mutation A735V of Na V 1.5 sodium channels. Scientific Reports, 2019;9(1):11173] [Li et al. Differential Wnt-mediated programming and arrhythmogenesis in right versus left ventricles. JMCC, 2018;132;92-107].</p> <p>Anti-Connexin43 (Invitrogen, 71-0700) validation was stated on the manufacturer's website and confirmed for WB and IHC in Homo sapiens and Mus musculus as described previously [Roberts, Murphy, et al., Ankyrin-B dysfunction predisposes to arrhythmogenic cardiomyopathy and is amenable to therapy. Journal of Clinical Investigation, 2019;129(8):3171-3184] [Li et al. Differential Wnt-mediated programming and arrhythmogenesis in right versus left ventricles. JMCC, 2018;132;92-107] [Nguyen, et al. Engineering prokaryotic channels for control of mammalian tissue excitability. Nature Communications, 2016;7:13132].</p> <p>Anti-N-cadherin (Invitrogen, 33-3900) validation was stated on the manufacturer's website and confirmed for IHC in Homo sapiens and Mus musculus as described previously [Roberts, Murphy, et al., Ankyrin-B dysfunction predisposes to arrhythmogenic cardiomyopathy and is amenable to therapy. Journal of Clinical Investigation, 2019;129(8):3171-3184] [Li et al. Differential Wnt-mediated programming and arrhythmogenesis in right versus left ventricles. JMCC, 2018;132;92-107].</p> <p>Anti-GAPDH (Cell Signaling Technology 14C10) validation was stated on the manufacturer's website and confirmed for WB in Homo sapiens and Mus musculus as described previously [Li et al. Differential Wnt-mediated programming and arrhythmogenesis in right versus left ventricles. JMCC, 2018;132;92-107] [Dan et al., DNA damage invokes mitophagy through a pathway involving Spata18. Nucleic Acids Research, 2020;48(12):6611-6623.]</p> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>All mice were housed in 12-hour light/dark cycles, at ambient temperatures of 20-22 degrees Celsius, at a humidity range between 40-60%, and with access to food and water ad libitum, in accordance with animal study guidelines at Washington University.</p> <p>Outbred adult male and female littermate CD-1 mice were purchased (Charles River Laboratories, Wilmington MA). iNICD (MHCrtTA and tetO_NICD) and Notch LOF (Myh6-MerCreMer and R26R-DNMAML/+) mice have been described previously and were maintained on a mixed genetic background. In all experiments, both male and female mice aged 8 weeks or greater were used, and age- and gender-matched littermate control animals were used for comparison.</p> |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | Animal protocols were approved by the Animal Studies Committee at Washington University School of Medicine.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                             |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Patients with refractory ventricular tachycardia (VT) (i.e. failed at least one catheter ablation or was contraindicated to |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------|

catheter ablation and failed/became intolerant to at least one anti-arrhythmic medication) were included into the ENCORE-VT study (NCT02919618). Any patient that met inclusion/exclusion criteria for the study and agreed to consent received Stereotactic Body Radiotherapy (SBRT) to the heart regardless of sex/gender, race, and ethnicity. However, sex/gender, race, and ethnicity were documented in the EDC. Because VT can occur in all sexes/genders, races, and ethnic groups, all patients regardless of sex/gender, race, or ethnic group were eligible for inclusion in this study.

All patients signed an IRB approved Informed Consent Form prior to SBRT and collection of specimens. A total of 21 participants signed the consent form. Two of these participants screen failed prior to SBRT and the remaining 19 participants were treated. Of these 19 participants, 17 were male and 2 were female. Of these 19 participants, 17 were white, 1 was African American, and 1 was Asian. None were Hispanic/Latino.

#### Recruitment

Subjects were recruited through the cardiology clinic and hospital. The cardiology PI would identify a potentially eligible patient during either a clinic visit or hospital stay. He would then discuss with the radiation oncology PI who would also meet with the patient to discuss the study and determine eligibility. If the patient was deemed eligible by both physicians, the patient would then be enrolled by one of the physicians or a research coordinator.

Because inclusion criteria included refractory VT (i.e. failed at least one catheter ablation, was contraindicated to catheter ablation and failed/became intolerant to at least one anti-arrhythmic medication, and had greater than or equal to 3 VT episodes over 6 months), there likely exists a narrow patient selection bias that prohibits generalization of results to a larger population. Additionally, survival bias limits complete understanding of treatment benefits and risks. This study is inherently limited by its single-arm design, low number of patients recruited, and recruitment and treatment conducted at a single academic center. Treatment currently remains investigational.

#### Ethics oversight

Washington University Institutional Review Board

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

#### Clinical trial registration

The study reported in this manuscript reports clinical data collected from the following clinical trial: NCT02919618

#### Study protocol

The protocol for the Phase I/II Study of EP-guided Noninvasive Cardiac Radioablation for Treatment of Ventricular Tachycardia (ENCORE-VT) study can be accessed on [clinicaltrials.gov](#).

#### Data collection

Patients were recruited at Washington University between July 2016 and December 2017. Data on enrolled participants was collected from July 2016 to present, as we are still collecting data as part of the extended follow up period of the study. This extended follow up period should end in approximately January 2023.

Data was collected from both the participants' medical records, as well as documented on paper source documents. This data was then entered into and stored in REDCap on Washington University's servers. Use of REDCap at Washington University is supported by Clinical and Translational Science Award (CTSA) Grant [UL1 TR000448] and Siteman Comprehensive Cancer Center and NCI Cancer Center Support Grant P30 CA091842.

#### Outcomes

Original Study Objectives:

Primary Objectives

1. Phase I - Demonstrate acute ( $\leq 90$  days) safety of noninvasive stereotactic cardiac ablation radiotherapy (ENCORE). The primary safety endpoint is defined by a  $\leq 20\%$  rate of serious adverse events (SAEs) using CTCAE v4.0 criteria that are possibly/probably/definitely related to study treatment, based on previously published data for expected invasive catheter-based VT-ablation procedures.
2. Phase II - Demonstrate preliminary efficacy of ENCORE. The primary efficacy endpoint is defined by the number of subjects with a reduction in ICD therapies (ATP and ICD shocks) comparing the period six months before ENCORE treatment to the six months after ENCORE treatment as adjudicated by continuous ICD monitoring. There will be a six-week "blanking period" after therapy to allow for ablation effect. For patients with PVC-induced cardiomyopathy, the primary efficacy will be any reduction in PVC burden based on ambulatory heart monitors.

Secondary Objectives

1. Determine six-month and twelve-month survival (overall mortality endpoint) after treatment with ENCORE.
2. Determine late toxicity endpoint ( $>90$  days to 12 months), as tracked prospectively after treatment using CTCAE v4.0 criteria.
3. Determine patient-reported health related quality of life endpoint (HRQOL) as measured by changes between pre-treatment and 6-week, 6-month, and 12-month post treatment scores on the standardized SF-36 questionnaire.
4. Evaluate stricter efficacy endpoint of ENCORE treatment, as defined by number of patients who have had 50% reduction in any VT therapies (ATP or ICD shocks) after ENCORE treatment (6 months before vs. 6 months after treatment, with a 6 week blanking period immediately after treatment). For patients with PVC-induced cardiomyopathy, the stricter efficacy will be  $>50\%$  reduction in PVC burden based on ambulatory heart monitors.
5. Evaluate strictest efficacy endpoint of ENCORE treatment, as defined by number of patients who have had 95% reduction in any VT (ATP or ICD shocks) after ENCORE treatment (6 months before vs. 6 months after treatment, with a 6 week blanking period immediately after treatment). For patients with PVC-induced cardiomyopathy, the strictest efficacy will be abolition of PVC burden ( $<1\%$ ) based on ambulatory heart monitors.
6. Evaluate the most clinically useful efficacy endpoint of ENCORE treatment, namely, number of patients with reduction specifically in ICD shocks (6 months before vs. 6 months after treatment, with a 6 week blanking period immediately after treatment). For

patients with PVC-induced cardiomyopathy, the most clinically useful efficacy will be improvement in cardiac function in the setting of any improvement in PVC burden.

7. Evaluate longer-term durability endpoint of ENCORE treatment, as defined by number of patients with reduction in VT therapies (ATP or ICD shock and ICD shock alone) during the early phase (treatment to 6 months, with 6 week blanking period) vs. the late phase (6 months to 1 year). For patients with PVC-induced cardiomyopathy, the longer-term durability efficacy will be persistence of any reduction in PVC burden based on ambulatory heart monitors during early phase vs. late phase.

#### Exploratory Objectives

1. To better understand the mechanisms and timing of radiotherapy injury, we will obtain serum blood markers of myocardial injury (troponin), endothelial injury (E-selectin), fibrosis (galectin-3) and prothrombotic markers (von Willibrand factor) at baseline, 3 days and 3 months after ENCORE treatment.
2. Evolution of electrical remodeling as obtained with noninvasive ECGI from baseline to 3 months and 12 months after ENCORE treatment
3. To better understand the effect of radiotherapy on edema, fibrosis, cardiac inflammation, cardiac metabolism and localized cardiac function, we plan to use serial cardiac imaging (DE-cMRI when possible, FDG-PET in all) at baseline, 3 days and 3 months after ENCORE treatment

#### Additional Analyses Outcomes:

A separate project was approved by the Washington University IRB to complete additional analyses on the original project.

These additional analyses include:

- 1) Descriptive analysis of baseline clinical, laboratory, imaging, and radiation plan data
- 2) Descriptive analysis of changes in clinical, laboratory, and imaging data
- 3) Association of clinical, laboratory, imaging, and radiation plan data with patient outcomes, including, but not limited to, 1) arrhythmia burden, 2) toxicity, 3) changes in laboratory values, and 4) changes in imaging features (including radiomic signatures)
- 4) Analysis of changes in various biomarkers including, but not limited to, cytokines and miRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

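RNA from the hearts of 18 CD-1 mice, 6 sham-treated controls, 6 at 2 weeks and 6 at 6 weeks after 25 Gy, was sequenced by the authors, and each mouse was treated as an independent replicate. The authors aligned reads with STAR, quantified transcripts with Salmon and summed them to genes with tximport, and the deposited estimated counts are not whole numbers and were not normalized between mice. The deposited TPM values (transcript abundances) come from the same quantification by the authors, are scaled for transcript length and depth within each mouse, and were used here for alternatives only. Total counts per mouse, their range and the floor of 3 counts are given with the data, and intervals and floors cover counting error only.

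Counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 0.23 CPM in at least 6 mice were kept, library sizes were scaled by TMM, and a quasi-likelihood model with the 3 groups was fitted with the defaults of this edgeR generation (legacy = FALSE, no separate dispersion step). Pairs of groups were compared with the quasi-likelihood F test, two-sided, and P values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was counted as differentially expressed at an adjusted P under 0.05 with an absolute log2 fold change above 1, and genes of Fig. 5c were also counted at an adjusted P under 0.10. The SE of a log2 fold change is its absolute value divided by the square root of the F statistic. CPM values are TMM-normalized, and log2 CPM values for clustering and principal components used a prior count of 2. Single values per mouse, such as total counts, were compared with exact permutation tests, for which 6 mice against 6 give a P of at least 0.00217.

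Gene sets were tested with camera of limma 3.58.1 on voom values, with an inter-gene correlation of 0.01. The sets were the genes of Fig. 5c, their functional classes, lists of cell marker genes, and Reactome sets distributed with fgsea 1.28.0, chosen by name as counterparts of pathways in Fig. 5a. Hallmark and GO sets were not used here. Mice were clustered into 3 clusters and compared with their groups by the adjusted Rand index, which was set against 1000 random gene sets matched on mean expression (seed 20). Coordinates are those of GENCODE M21 on GRCm38, the assembly that the authors used with an Ensembl annotation of another release. Symbols were found for 29301 genes, and 771 genes had none.

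The genes named were fixed beforehand: every gene of Fig. 5c, of Supplementary Table 2 and of Supplementary Fig. 9c, Gja1, and for each comparison the 5 genes with the smallest adjusted P among those that passed both thresholds with groups that did not overlap. Some genes and one gene set fixed in this way are not reported here. Nr1d1, Padi4 and the relatives of Gm10800 fall outside this rule and were named after their values were seen. The same code was tested on simulated counts of 15054 genes, in which raised genes rose by a log2 fold change of 2. Of 200 genes changed, 199 were found (99.5%), and 8 unchanged genes were counted (3.87% of all calls). None of the genes were counted in a comparison without changes. The share found applies to changes of that size, and does not give the sensitivity to changes nearer the threshold of 1. With so few genes changed, the simulation cannot test how the scaling acts when many genes change, mostly in one direction.

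Alternatives covered the count model (DESeq2 1.42.0, limma voom with and without sample quality weights, an earlier form of the edgeR model), the scaling (library size only, upper quartile, mitochondrially encoded genes removed), the filter (the literal reading, none), the thresholds, TPM with pseudocounts 1 and 0.1, the set test, the distance and linkage of the clustering, the replicate number as a block, Y-linked expression as a covariate, and leaving out each mouse in turn. Further combinations of voom, TPM-scaled counts, library size and filter were chosen after seeing the data. Protein, histology and electrophysiology data of the paper were not analysed here.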

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

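Of the tests in this part, all that concern Gm10800 or the number of genes with a count were chosen after the result was seen.

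For 5 results, a value lay far from the other mice of its group, measured by the gap to the nearest mouse as a share of the range of the group. The shares were 0.654 for Lfng at 6 weeks (replicate 4, lower), 0.808 for Nrarp at 6 weeks (replicate 6, lower), 0.631 for Eda2r at 2 weeks (replicate 4, lower), 0.776 for Sesn2 at 6 weeks (replicate 4, lower) and 0.654 for Gm10800 at 6 weeks (replicate 2, higher). In all, 5 of 117 groups of mice stood out, where chance gives 5.85, so no explanation beyond chance is needed for their number. No explanation of the single values was tested.

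The text of the paper does not mention Gm10800. Its log2 fold change was 6.42 at 2 weeks (SE 0.307, adjusted P = 3.22e-10) and 6.64 at 6 weeks (SE 0.306, adjusted P = 1.59e-10). Control mice had at most 7 counts, and irradiated mice at least 359 at 2 weeks and 442 at 6 weeks, with every irradiated mouse above every control. Reads could be shared with related predicted genes: 23.8% of the 31-base words of Gm10718, 23.5% of those of Gm10719, 23.0% of those of Gm10721, 29.3% of those of Gm10801 and 21.4% of those of Gm26870 occur in Gm10800. Total counts were not higher after IR (ratio of means 0.942). The correlation across genes of log2 fold change and GC content at 2 weeks was weak (Spearman rho 0.173, genes are not independent replicates).

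Olfactory and vomeronasal receptor genes, which heart tissue is not expected to transcribe, also had counts more often after IR. Of the 1651 such genes, a mean of 64.7 had at least 1 count at 2 weeks and 67.2 at 6 weeks, against a mean of 36.3 (27 to 43) in the control mice (exact permutation test, P = 0.00217 at each time). All 12 irradiated mice against the 6 controls gave P = 5.39e-05, the smallest value that the exact permutation test can give. Genes with at least 1 count were also more numerous overall, with means of 16270 in controls, 16720 at 2 weeks and 16880 at 6 weeks (exact permutation test, P = 0.0152 and P = 0.0108), so the rise was not confined to receptor genes. Whether the 2 signals vary together within groups was not tested, and single mice pointed both ways. At 2 weeks, replicate 6 had the highest Gm10800 count (633) and the lowest number of receptor genes (55). At 6 weeks, replicates 4 and 5 had the lowest counts (443 and 442) and the fewest receptor genes (54 each). In the same group, replicate 1 was high for both (727 and 84), while replicate 6 had a low count (485) with 77 receptor genes. A candidate explanation that could apply to either signal is genomic DNA in the irradiated libraries, although the authors treated the RNA with DNase. The other is transcription after IR, which was not tested separately. The number of receptor genes rose far less than Gm10800, and whether genomic DNA could raise Gm10800 by this much was not tested. The scaling alternatives did not include a correction for such reads.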

How the results depend on the processing

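The alternatives below were set before the data were examined, except those described as added, which were chosen after seeing the data. Under all alternatives of the count model, scaling, filter, values, block and covariate, more genes rose than fell among those past both thresholds in each comparison, and more genes passed between controls and 6 weeks than in the other comparisons. Selected single genes were followed under the alternatives (56 results per setting), which left out part of the Fig. 5c list. Of these results, 816 kept their direction and side of the threshold, 55 became stronger, 9 weaker and 16 reversed. Where values below differ, the cause was not tested.

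Leaving out each mouse in turn (18 fits) gave 85 to 189 differentially expressed genes at 2 weeks, 766 to 991 at 6 weeks, 86 to 210 between the time points and 795 to 1030 in any comparison. Thresholds moved the counts most. Without a fold-change threshold they were 755, 3760, 802 and 3934, with an adjusted P under 0.01 they were 45 at 2 weeks and 44 between the time points, and against a log2 fold change of 1 (glmTreat) 10, 146, 1 and 146. The earlier edgeR model gave 109 between the time points.

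Scaling moved both the number and the direction. With library size only, 243 genes passed at 2 weeks (91.4% higher, against 81.6% with TMM), 1293 at 6 weeks (95.7% higher, against 88.5%) and 274 between the time points, and the median log2 fold change of all genes tested was 0.15, 0.24 and 0.11. With limma-trend on log2(TPM + 1), 73 (95.9% higher), 600 (98.7%) and 79 (96.2%, against 84.3% with TMM) passed, 613 in total. With log2(TPM + 0.1), 316 (97.2%), 1404 and 173 (94.8%) passed, 1448 in total. Fig. 5c genes with an adjusted P under 0.10 numbered 14 and 23 (2 and 6 weeks) with library size only and 16 and 25 with either TPM alternative.

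Of the added settings, voom with library size only gave 229 genes at 2 weeks and 14 and 23 Fig. 5c genes, and with the literal filter 218, 14 and 23. Voom after TMM on TPM-scaled counts gave 63 at 2 weeks, 113 between the time points and 3 Fig. 5c genes at 2 weeks, and with the literal filter and weights 90 at 2 weeks. Voom with library size only on TPM-scaled counts gave 269, 1436 and 1484 (2 weeks, 6 weeks, total) with 15 and 25 Fig. 5c genes. The literal filter changed this to 280 at 2 weeks with 17 and 25, and weights in addition to 421, 1442, 271 between the time points and 1503 in total, with 20 and 29.

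Notch1 reversed with library size only (0.083 at 2 weeks, 0.21 at 6 weeks), with TPM (0.12 and 0.13; 0.32 and 0.33 for pseudocounts 1 and 0.1), with added voom on library size only (0.088; 0.21) and with library size after removing mitochondrial genes and copies, also added (0.083 at 6 weeks). Nrarp at 2 weeks reversed under the same settings (0.10; 0.16 and 0.18; 0.11; 0.017), and Neurl1a at 2 weeks with TPM (0.012 and 0.045). Gja1 at 6 weeks passed an adjusted P of 0.05 with library size only (0.26) and TPM (0.41 and 0.41), with adjusted P from 0.00259 to 1 over all alternatives, and was −0.003 with voom after TMM.

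For the Fig. 5c set, preranked fgsea (a permutation test) gave P = 0.0166 at 2 weeks and P = 0.0497 at 6 weeks, limma's fry P = 0.00212 at 6 weeks, and camera with added library size only P = 0.0201 at 6 weeks. For the Reactome NOTCH set (n = 68 genes), limma's fry gave P = 0.00131 and fgsea P = 0.0407 at 6 weeks, and camera with added library size only P = 0.0223 at 2 weeks and P = 0.00107 at 6 weeks. Of the Reactome counterparts, 8 were raised at 6 weeks with fry. With the correlation estimated per set, 0 were raised at either time, and 3 at an unadjusted P under 0.05 at each.

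The adjusted Rand index of the Fig. 5c genes was 0.828 with Pearson distance, 0.526 with average linkage, 0.357 with log2(TPM + 1) and 0.503 with added library size only. For the Reactome genes it was 0.453 with Pearson distance, 0.693 with Ward linkage, 0.503 with log2(TPM + 1) and 0.503 with added library size only.

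With the replicate number as a block, 112 genes passed at 2 weeks, 889 at 6 weeks, 142 between the time points and 920 in total, and 5 and 13 Fig. 5c genes had an adjusted P under 0.10. With the block, limma's camera gave P = 0.258 and P = 0.0947 for the Fig. 5c set (n = 36 genes), P = 0.411 and P = 0.223 for the Reactome NOTCH set (n = 68 genes), 3 and 5 raised counterparts, and a log2 fold change of 0.00 for Gja1. Mice with the same number in different groups had a mean correlation of deviations from the group means across genes of 0.0319 (18 pairs), against −0.00637 for other pairs. Among those other pairs, the mean was 0.0460 when both numbers were 1 to 3 or both 4 to 6 (36 pairs). It was −0.0413 when 1 number came from each range (54 pairs). Same-numbered mice were therefore no more alike than other mice of the same range. The labels do not say that same-numbered mice were matched.

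Other splits of the 12 mice of a comparison that part every same-numbered pair were fitted with those mice alone. Of 32 splits, 1 (the real one) gave as many genes in each of the 3 comparisons: 118 genes at 2 weeks, where the highest other split gave 2, 861 at 6 weeks (342) and 193 between the time points (2). At these depths, the filter limits what can be said of Dll3, Hes5 and Hes7, which were not tested.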

Differences from the paper's values

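Settings are named where they bring a value within 1.5 times the paper's value, or, for a log2 fold change, within the larger SD between mice of the groups compared, with the same sign. None of them is taken to be the paper's method.

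With depth in units of 1000 × 1000, the paper states a median of 42.7 sequenced reads, and the deposited estimated counts summed over genes had a median of 13.7. Sequenced reads and counts assigned to genes are unlike measures, so the gap between these values does not show that depth is missing. None of the alternatives changes the deposited total. The paper counts 509 differentially expressed genes across groups, and 936 were found here. Of the alternatives set before the data were examined, limma-trend on log2(TPM + 1) came within the limit with 613 and an adjusted P under 0.01 with 670, and the others did not. Of the settings chosen after seeing the values, voom after TMM on TPM-scaled counts (755), the same with the literal filter and sample quality weights (705) and the filter at 10 counts of the median total count (757) did.

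Adjusted P values at 2 weeks were as follows, the paper's first: Notch2, 0.0066 in the paper and 0.0336 here; Notch3, 0.014 and 0.0529; Notch4, 0.015 and 0.0591; Pofut1, 0.019 and 0.16; Maml1, 0.016 and 0.0914; Cdkn1a, 0.00033 and 0.000121.

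At 6 weeks, the paper's adjusted P and that found here were: Jag1, 0.0049 and 0.0681; Jag2, 0.03 and 0.269; Notch1, 0.076 and 0.535; Notch2, 0.0012 and 0.0428; Notch3, 0.0019 and 0.0633; Notch4, 7.2e-06 and 0.000104; Psenen, 0.024 and 0.92; Lfng, 1.0e-06 and 2.28e-05; Mfng, 0.00023 and 0.00112; Neurl1a, 0.092 and 0.0224; Dtx2, 0.051 and 0.372; Dtx3l, 0.00014 and 0.000466; Numb, 0.061 and 0.971; Pofut1, 0.0049 and 0.593; Poglut1, 0.02 and 0.141; Maml1, 0.00031 and 0.0163; Maml2, 0.01 and 0.281; Cdkn1a, 2.5e-06 and 1.47e-06; Nrarp, 0.0019 and 0.0351.

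Of the alternatives set before the data were examined, library size only came within the limit for Notch2 at 2 weeks (0.00675), Notch4 at 6 weeks (5.54e-06), Neurl1a (0.13), Pofut1 at 2 weeks (0.0167) and Maml1 at 2 weeks (0.0145) and 6 weeks (0.000227). Both limma-trend settings on TPM did for Notch2 at 2 weeks (0.00684 and 0.00611), Notch4 at 6 weeks (5.33e-06 and 5.47e-06) and Maml1 at 2 weeks (0.0131 and 0.0118). DESeq2 did for Notch2 at 2 weeks (0.008), the replicate block (0.0207) and the Y-linked covariate (0.0182) for Notch4 at 2 weeks, and the Y-linked covariate for Cdkn1a at 6 weeks (2.2e-06). For Cdkn1a at 2 weeks, voom (0.000418), voom with weights (0.000361) and the earlier edgeR model (0.000344) did. The other alternatives set before the data were examined did not for these genes, and none did for the remaining values.

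Of the settings chosen after seeing the values, voom with library size only, with or without the literal filter, came within the limit for Notch2, Pofut1 and Maml1 at 2 weeks and Notch4 and Maml1 at 6 weeks. On TPM-scaled counts, also chosen after seeing the values, it did for Notch2 and Maml1 at 2 weeks and Notch4 and Numb at 6 weeks. Library size without mitochondrial genes and copies, chosen after seeing the values, did for Jag2, Mfng, Neurl1a, Dtx2 and Dtx3l. Voom after TMM with the literal filter, on TPM-scaled counts, or on these with filter and weights, chosen after seeing the values, did for Cdkn1a at 2 weeks. Over the 25 values, the median ratio to the paper's value was 8.44-fold with TMM in edgeR, 2.35-fold with library size only and 2.09-fold with voom and library size only, the last chosen after seeing the values.

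In Fig. 5c, read by eye, log2 fold changes at 6 weeks were about 0.47 for Jag2 (0.20 here), about 0.13 for Notch1 (−0.056), about 0.75 for Notch4 (0.57), about 0.18 for Psenen (0.013), about 0.25 for Numb (−0.0057), about 0.30 for Pofut1 (0.048), about 0.44 for Maml1 (0.24), about 0.32 for Maml2 (0.13) and about 0.60 for Nrarp (0.34). Of the alternatives set before the data were examined, library size only came within that limit for all of these, but it took Notch2 (about 0.30 in the paper, 0.23 with TMM, 0.48 with library size only) and Notch3 (about 0.34, 0.24 and 0.51), which were within it with TMM, outside it. Limma-trend on log2(TPM + 1) did for Jag2, Notch4, Numb, Maml1, Maml2 and Nrarp, and on log2(TPM + 0.1) for Jag2, Numb, Maml2 and Nrarp, and both took Jag1, Notch2 and Notch3, and the latter Mfng, outside it. DESeq2, upper quartile, the literal filter and fits of only the compared groups did for Notch4, and the other alternatives set before the data were examined for none. Chosen after seeing the values, voom with library size only (with or without the literal filter) did for all of these but also took Notch2 and Notch3 outside it, and library size without mitochondrial genes and copies for all but Pofut1. Voom after TMM with the literal filter and the filter at 10 counts, chosen after seeing the values, did for Notch4. Voom with library size only on TPM-scaled counts, with or without the literal filter and chosen after seeing the values, did for Jag2, Numb and Nrarp, and with weights for Jag2 and Nrarp, and took Jag1, Notch2, Notch3 and Mfng outside it.

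In Supplementary Fig. 9b, read by eye, about 370 genes changed only between controls and 6 weeks ("6 weeks only", 642 here), about 42 at 6 weeks against each other group ("6 weeks against each", 136), about 8 in "all comparisons" (13), about 63 against controls at "both times" (105), about 14 between the "time points only" (22) and about 11 at "2 weeks only" (17). Of the alternatives set before the data were examined, limma-trend on log2(TPM + 1) came within the limit for "6 weeks only" (475), "6 weeks against each" (58) and "both times" (53). The literal filter did for "6 weeks only" (535), "all comparisons" (12), "both times" (91), "time points only" (19) and "2 weeks only" (12). Voom after TMM did for "all comparisons" (8), "both times" (86) and "time points only" (18), voom with weights for "all comparisons" (9), and the earlier edgeR model for "all comparisons" (12), "time points only" (13) and "2 weeks only" (14). No filter did for "all comparisons" (9) and "time points only" (18), upper quartile for "time points only" (21), limma-trend on log2(TPM + 0.1) for "time points only" (13) and the Y-linked covariate for "all comparisons" (12). Fits of only the compared groups did for "all comparisons" (9), "both times" (93) and "2 weeks only" (14), and the replicate block for "all comparisons" (6), "both times" (90), "time points only" (15) and "2 weeks only" (15). DESeq2, library size only and the removal of mitochondrial genes did for none, and the threshold alternatives were not applied to these counts.

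Chosen after seeing the values, the filter at 10 counts did for "6 weeks only" (514), "both times" (93), "time points only" (17) and "2 weeks only" (11). Voom after TMM with the literal filter, also chosen after seeing the values, did for "all comparisons" (8), "both times" (83), "time points only" (17) and "2 weeks only" (12). On TPM-scaled counts, voom after TMM, chosen after seeing the values, did for "both times" (51), "time points only" (11) and "2 weeks only" (8). With filter and weights in addition, chosen after seeing the values, it did for "6 weeks only" (497), "all comparisons" (8), "both times" (69), "time points only" (19) and "2 weeks only" (13). Voom with library size only, chosen after seeing the values, did for "time points only" (18; 20 with the literal filter; 13 and 12 on TPM-scaled counts).

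The paper marks Jag2, Notch1, Psenen, Dtx2, Numb, Poglut1 and Maml2 at 6 weeks and Pofut1 at both times as changed in Fig. 5c, and here none of these had an adjusted P under 0.10. All had with library size only and with both limma-trend settings, and with every setting of voom with library size only, which was chosen after seeing the values. Jag2, Dtx2, Pofut1, Poglut1 and Maml2 also had with library size without mitochondrial genes and copies, and Poglut1 with voom after TMM on TPM-scaled counts with or without filter and weights, both chosen after seeing the values. Fig. 5c shows Notch1 and Numb higher at 6 weeks, and here they changed by −0.056 and −0.0057.

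Supplementary Table 2 is described as limited to larger fold changes, and Csnk1g1 (0.50 and 0.59), Gas6 (0.78 and 0.52), Flna (0.47 and 0.76), Anxa3 (0.58 and 1.27), Ephx1 (0.75 and 0.72), Eif2ak4 (0.31 and 0.44), Gpr158 (1.04 and 0.28) and Ccl8 (0.68 and 1.43) had log2 fold changes under 2 at 2 and 6 weeks here. For Ccl8, the alternatives ranged from 0.68 to 2.70 at 2 weeks and from 1.43 to 3.62 at 6 weeks. The paper states that clustering of the Notch GO term genes separated the time points, a gene set that was not used here. With the 36 Fig. 5c genes in its place, 2 mice at 6 weeks joined those at 2 weeks, and with the 68 Reactome genes 1 did.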

Other observations

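Of the tests in this part, those of the mitochondrial share and of the interaction with Y-linked expression were chosen after the result was seen.

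More genes rose than fell at 6 weeks among those past both thresholds (793 and 103). Without the fold-change threshold the split was closer (2029 and 1731), but TMM centres most genes near no change, and the median log2 fold change of all genes tested was −0.019 with TMM, 0.24 with library size only and 0.29 with limma-trend on log2(TPM + 1). How far the excess extends to smaller changes therefore depends on the scaling. Gene length was not related to the change (Spearman rho across genes 0.0232), and total counts did not differ at P under 0.05 (exact permutation test, P = 0.0779). Cardiomyocyte markers were lower in 10 of 10 genes (median log2 fold change −0.45, limma's camera, FDR = 2.52e-06) and macrophage markers higher in 9 of 10 (median 0.96, limma's camera, FDR = 8.36e-06). A shift in the cells that contributed RNA may therefore account for part of this excess, a hypothesis that bulk RNA leaves open. Endothelial markers had a median of 0.12 (limma's camera, FDR = 0.233), so more endothelial RNA cannot be told apart from a rise of Notch receptor transcripts. Fibroblast markers had a median of −0.17 (limma's camera, FDR = 0.236).

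Random gene sets as large as the Fig. 5c list clustered the mice as well in 4.2% of draws. This clustering was therefore uncommon among sets matched on mean expression, with TMM, Euclidean distance and complete linkage. No random sets were drawn for the other settings, under which the index of the Fig. 5c genes lay between 0.357 and 0.828.

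With TMM, 11 Fig. 5c genes were raised at 6 weeks, and with library size only 23. After mitochondrially encoded genes and their nuclear copies were removed from the library sizes, 16 were raised, and the median log2 fold change of all genes tested was 0.12, against 0.24 with library size only. The mitochondrial share may therefore explain part of the difference between the 2 scalings. All 13 mitochondrially encoded genes were lower at both times (median log2 fold change −0.34 at 2 weeks and −0.65 at 6 weeks), with 3 and 12 at an adjusted P under 0.05. The Reactome respiratory electron transport set was lower in 73 of 75 genes at 2 weeks (median −0.24, limma's camera, FDR = 1.01e-18) and 72 of 75 at 6 weeks (median −0.41, limma's camera, FDR = 3.16e-23).

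Y-linked genes summed to at most 1.76 CPM in replicates 1 to 3 of each group and to between 128.6 and 164.1 CPM in replicates 4 to 6. With Y-linked expression as a covariate, 953 genes passed in any comparison, against 936 without it, but each group had 3 mice with and 3 without such expression, so the shares were equal and this fit could not test for an unequal one. The response to IR differed with Y-linked expression for 2 genes at an adjusted P under 0.05, Nr1d1 at 2 weeks (adjusted P = 0.00793) and Padi4 at 6 weeks (adjusted P = 0.02). At an unadjusted P under 0.05 there were 895 genes at 2 weeks and 843 at 6 weeks, where chance gives 753.

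The paper reports higher protein of connexin 43 (Gja1) after IR. At 6 weeks, the log2 fold change of Gja1 transcripts was 0.00 (95% interval −0.18 to 0.18, adjusted P = 0.995), and 0.26 with library size only. Collagen formation genes were higher as a set with limma's camera at a fixed inter-gene correlation (46 of 66 genes at 2 weeks, FDR = 0.00388, and 47 of 66 at 6 weeks, FDR = 0.00161). The changes were small (medians 0.16 and 0.18), and 3 and 16 genes had an adjusted P under 0.05. This set was not tested with the correlation estimated per set, with which 0 of the 15 counterpart sets passed. By a hydroxyproline assay, the paper found no difference in collagen content at 6 weeks. The cellular senescence set had an FDR of 0.819 and 0.231 with camera.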
